# Dissecting the Effect of Genetic Variation on the Hepatic Expression of Drug Disposition Genes across the Collaborative Cross Mouse Strains

**DOI:** 10.3389/fgene.2016.00172

**Published:** 2016-10-05

**Authors:** Aharon Nachshon, Hanifa J. Abu-Toamih Atamni, Yael Steuerman, Roa'a Sheikh-Hamed, Alexandra Dorman, Richard Mott, Juliane C. Dohm, Hans Lehrach, Marc Sultan, Ron Shamir, Sascha Sauer, Heinz Himmelbauer, Fuad A. Iraqi, Irit Gat-Viks

**Keywords:** collaborative cross mouse strains, hepatic drug disposition, eQTLs analysis, transcript isoforms, genetic variation

## Abstract

A central challenge in pharmaceutical research is to investigate genetic variation in response to drugs. The Collaborative Cross (CC) mouse reference population is a promising model for pharmacogenomic studies because of its large amount of genetic variation, genetic reproducibility, and dense recombination sites. While the CC lines are phenotypically diverse, their genetic diversity in drug disposition processes, such as detoxification reactions, is still largely uncharacterized. Here we systematically measured RNA-sequencing expression profiles from livers of 29 CC lines under baseline conditions. We then leveraged a reference collection of metabolic biotransformation pathways to map potential relations between drugs and their underlying expression quantitative trait loci (eQTLs). By applying this approach on proximal eQTLs, including eQTLs acting on the overall expression of genes and on the expression of particular transcript isoforms, we were able to construct the organization of hepatic eQTL-drug connectivity across the CC population. The analysis revealed a substantial impact of genetic variation acting on drug biotransformation, allowed mapping of potential joint genetic effects in the context of individual drugs, and demonstrated crosstalk between drug metabolism and lipid metabolism. Our findings provide a resource for investigating drug disposition in the CC strains, and offer a new paradigm for integrating biotransformation reactions to corresponding variations in DNA sequences.

## Introduction

Drug disposition encompasses the processes of drug absorption into the bloodstream, drug metabolism into different chemicals (mainly in the liver and intestine), distribution of the various chemicals into different tissues, and removal of the chemicals from the body through excretion. The organism's genetic makeup might play a part in the activity of any of these processes and might underlie chemical toxicity and adverse drug reactions (Meyer, 2000). To address this problem, a key goal of predictive medicine is to identify the DNA loci, termed quantitative trait loci (QTLs), which can be used to predict the response to a given medication and its toxicity in a particular patient (e.g., Rost et al., 2004; Harrill and Rusyn, 2008). This challenge can be easily and systematically addressed by utilizing specific mouse models in preclinical pharmacogenetics research.

Mouse pharmacogenetic studies have typically been applied across F2 progeny and backcross populations (Rusyn et al., 2010; Frick et al., 2013); across recombinant inbred (RI) lines derived by crossing two founder strains and inbreeding during many generations (Cook et al., 2004; Hitzemann et al., 2004); and across a predefined collection of classical inbred lines (Montgomery et al., 2013; Yoo et al., 2015). Although these approaches have proved useful in many studies, they are derived mainly from *Mus musculus domesticus* and thus reflect only a partial repertoire of adverse effects, limiting pharmacogenetic investigation.

A promising new model organism has been provided by the recently developed Collaborative Cross (CC) strains, a large, genetically diverse mouse reference population. The CC panel is a collection of RI mouse lines that combine the genomes of eight genetically and phenotypically diverse founder strains—A/J, C57BL/6J [B6], 129S1/SvImJ, NOD/ShiLtJ, NZO/HlLtJ, CAST/EiJ, PWK/PhJ, and WSB/EiJ (Aylor et al., 2011; Consortium, 2012). Whereas the first five founders are classical *Mus musculus domesticus* subspecies, the last three are wild-derived strains representing the three *Mus musculus* subspecies, namely *M. m. musculus, M. m. domesticus*, and *Mus m. castaneus*. Thus, like classical RI strains, CC mice are genetically reproducible with balanced allele frequencies, but in addition they incorporate a large amount of genetic variation and dense recombination sites (Valdar et al., 2006; Roberts et al., 2007; Yang et al., 2011; Chesler, 2014). The availability of genotyping data across all CC lines opened the way to analyses of QTLs in a variety of traits, including behavioral and morphological phenotypes (Aylor et al., 2011; Chesler, 2014; Mao et al., 2015; Percival et al., 2016), homeostatic immune processes (Kelada et al., 2012; Phillippi et al., 2014), susceptibility to infectious diseases (Durrant et al., 2011; Ferris et al., 2013; Vered et al., 2014; Graham et al., 2015; Gralinski et al., 2015; Lorè et al., 2015), and liver-related functionalities (Kelada et al., 2012; Svenson et al., 2012; Thaisz et al., 2012).

While the CC population has been proven phenotypically diverse, the extent to which drug disposition varies across these strains is still largely unknown (Rusyn et al., 2010; Gelinas et al., 2011; Frick et al., 2013). One of the many mechanisms through which variation in drug disposition can arise is the biotransformation of drugs in the liver. In such biotransformation, drug metabolizing enzymes (DMEs) and drug transport proteins (DTPs) catalyze the biochemical modification and transport of exogenous chemicals and other xenobiotics (Katz et al., 2008). With regard to hepatic drug metabolism in the CC lines, two key questions arise: (i) Should a large diversity be expected in hepatic biotransformation of particular drugs? (ii) Can CC mice be used to evaluate the crosstalk between drug metabolism and other functionalities of the liver, especially those related to lipid and fatty acid metabolism?

Here we exploit transcriptional mechanisms to dissect genetic variation in hepatic drug metabolism of the CC lines. We focus on *cis*-regulatory variants underlying inter-individual variation in gene expression. Such genetic variants, referred to as “proximal eQTLs,” are central to the understanding of metabolic diversity owing to their relatively large genetic effect size (Wittkopp and Kalay, 2012; Bryois et al., 2014) and the plasticity of proximal factors over short evolutionary time scales (Wray, 2007). Proximal regulatory variation is known to affect metabolic traits (e.g., Hsieh et al., 2007; Zhong et al., 2010; Kang et al., 2012), but the organization and architecture of such elements in governing hepatic drug metabolism has not yet been subjected to comprehensive characterization.

We leverage RNA-sequencing technology (Mortazavi et al., 2008; Rosenkranz et al., 2008; Parkhomchuk et al., 2009) to generate transcription profiles of the liver tissues from 29 CC lines (55 individuals). By applying eQTL analysis on these data we characterized the genetic control over expression of drug disposition enzymes—either control of the overall expression of genes or of the expression of particular transcript isoforms. Using these predictions we compiled a network of connectivity between genomic loci and the metabolism of specific drugs, highlighting potential joint genetic effects and drug-drug interactions. Further analysis of nuclear receptors participating in the regulation of cellular-biochemical pathways provided DNA variants that affect the crosstalk between lipid metabolism and drug metabolism. Thus, our study supports the premise that the CC population is a valuable model system for the investigation of genetic variation in response to a wide range of chemicals and drugs, and may further offer mechanisms by which DNA variation contributes to the relationship between lipid metabolism and adverse clinical effects. Moreover, our approach provides a general strategy for a system-level mapping of eQTL-drug connectivity across a genetically diverse population.

## Materials and methods

### CC lines

The Collaborative Cross (CC) recombinant inbred mouse lines were used as described elsewhere (Iraqi et al., 2008; Durrant et al., 2011; Consortium, 2012). Animals were housed on hardwood chip bedding in open top cages at the animal facility of Tel-Aviv University (TAU) under a 12-h light/dark cycle. Mice were given tap water and rodent chow *ad libitum* throughout the experiment. Liver tissues were collected from 8- to 10-week old male CC mice from the TAU cohort at inbreeding generation between 16 and 42. A total of 55 mice from 29 CC lines were used (Table S1). All experimental protocols were approved by the Institutional Animal Care and Use Committee (IACUC) at TAU (approved protocol M-13-033) according to the national guidelines.

### RNA extraction, RNA-Seq library preparation, and sequencing

The liver tissues were dissected and subsequently stored in sterilized tubes at −196°C (in liquid nitrogen). The RNA was extracted using the RNeasy Plus kit procedure (Qiagen). RNA quality was tested on a 2100 BioAnalyzer (Agilent); in all samples, RNA Integrity number (RIN) exceeded 7. The RNA-Seq libraries were prepared using the TruSeq Stranded mRNA library preparation kit (Illumina). Libraries were pooled and sequenced on the Illumina HiSeq 2000 and 2500 sequencers with Illumina v3 sequencing chemistry. Paired-end sequencing was performed by reading 50 bases at each end of a fragment. 

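The estimated fragments that RSEM assigned to annotated genes were summed for each mouse, which leaves out fragments that did not map. The median of a line ranged from 20.5 M in IL-2126, which has 1 mouse, to 32.4 M in IL-2146. Mice of the same line had more similar totals than mice of different lines, with an intraclass correlation of 0.640 (one-sided permutation test with 100000 permutations of the line labels, p = 0.00018). The 20 most expressed genes of each mouse took between 25.0% and 39.6% of its fragments, with a median of 31.6%.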

Overall, each sample consisted of 24–37.5 M RNA-sequencing fragments with an average of 31.5 M fragments. This data is accessible through GEO Series accession number GSE77715. A detailed description of our data analysis appears below (see a summary of the computational pipeline in Table S2).

### RNA-Seq quantification

RNA-Seq data was mapped and quantified using RSEM version 1.2.18 (Li and Dewey, 2011) with the mouse genome (UCSC, mm9, NCBI37) and annotation file (Ensembl version 37.67). The reference was created by the RSEM rsem-prepare-reference command, followed by calculation of the expression level of genes using the rsem-calculate-expression command. The analysis was applied with default parameters and using Bowtie 2 version 2.1.0 (Langmead and Salzberg, 2012). Overall, the average percentage of unmapped fragments was 11.9%, (min = 9.4%, max = 24.3%); the average percentage of fragments aligned to a single gene was 59.9% (min = 49.6%, max = 69.5%), and among them, fragments aligned to just one isoform were 32.6% (min = 26.9%, max = 38.7%).

*Total expression levels* were measured by RSEM's FPKM metric, defined as the number of fragments mapped to the genomic region of a gene per kilobase of the gene's exons and per million mapped fragments. An *isoform-ratio level*, in contrast, is defined as the percentage of detectable fragments mapped to a given alternatively spliced isoform of a gene, out of the total number of fragments mapped to that gene (the RSEM's IsoPct metric). The *expression trait* of a gene refers to either the overall expression (a *total-expression trait*) or the percentage of a specific isoform (an *isoform-ratio trait)*. In the following we describe the transformation and association test steps, which are applied separately for each trait. For simplicity, we omit the index of the gene (either a total-expression trait or an isoform-ratio trait) whenever possible.

### Data transformation

For a given expression trait, denote its level in individual *i* by *v*_*i*_. The maximal level of a trait, denoted *v*_*M*_, is $\max{\left\{v_{i}\right\}}_{i=1}^{n}$, where *n* is the number of individuals. The *bin size* δ of a trait is defined as $\max\left\{0.5,\frac{v_{M}}{200}\right\}$, where the first term (0.5) represents an accuracy threshold and the second term represents 0.5% of the maximum level.

Let $v_{i}^{*}$ be the rounded level of *v*_*i*_ to the accuracy of bin size δ. Based on these rounded levels, the van der Waerden normal scores transformation (Lehmann, 1975; Aylor et al., 2011) is defined by

$$\begin{array}{l} u_{i}=\phi^{-1}\left(\frac{r_{i}^{*}}{n+1}\right), \end{array}$$

where *u*_*i*_ is the adjusted level of the trait in individual *i*, ϕ^−1^ (*p*) is the quantile function of the normal distribution with probability *p*, and $r_{i}^{*}$ is the rank of $v_{i}^{*}$ among the *n* values $\left\{v_{1}^{*},v_{2}^{*},\ldots ,v_{n}^{*}\right\}$ with ties resolved by the average rank. Throughout this study, we refer to the adjusted traits ${\left\{u_{i}\right\}}_{i=1}^{n}$ rather than to the original measurements.

### Association tests

An association score between a given expression trait and a given genome interval was calculated by regressing the trait on the contribution of their eight CC founder strains as previously described (Mott et al., 2000). More formally, for a given genome interval and a trait, the *association score* is the likelihood ratio (LR) between the null model *u*_*i*_ = μ + β*_m_i__* + ε_*i*_ and the genetic model:

(1) $$\begin{array}{l} u_{i}=\mu +\overset{8}{\underset{k=1}{\sum }}\alpha_{k}g_{k,m_{i}}+\beta_{m_{i}}+\varepsilon_{i}, \end{array}$$

where *m*_*i*_ is the CC line of the *i*-th individual; *g*_*k*,_*m*__*i*__ is the haplotype probability of the *k*-th founder (*k* ∈ {1, …, 8}) in CC line *m*_*i*_, μ is the intercept value, α_*k*_ is the genetic fixed effect of the *k*-th founder, β_*m*_ is the random effect of CC line *m*, and an error term ε_*i*_ is assumed to be normally distributed ε ~ *N*(0, σ^2^). No other covariates were used. The mixed model regression was implemented in R by using the *lme4* package version 1.1-7 (Bates et al., 2015).

The false discovery rate (FDR) was estimated by comparing the LR values in real data to the distribution of the LR values using randomly permuted datasets. Throughout this study, the *permutation FDR* was calculated as *C*_*perm*_/*C*_*real*_ where *C*_*real*_ and *C*_*perm*_ denote the number of traits with LR values exceeding a certain threshold in the original (real) dataset and in the permuted dataset, respectively (*C*_*perm*_ is averaged over 100 permuted datasets). In order that the permutations will specifically randomize the fixed effect (the genetics) rather than the random effect, the shuffling was applied on the CC line labels.

We applied the association tests to genes that are expressed in the liver (*v*_*M*_ ≥ 2) and to a single isoform-ratio traits from each of these genes: the isoform with the highest number of different rounded levels in the set ${\left\{v_{i}^{*}\right\}}_{i=1}^{n}$. Since we are interested in the variation in expression and to reduce the running time of the analysis, we further excluded traits with a low (< 12) number of different rounded levels across the 55 individuals. Altogether, the association testes were applied on 5950 total-expression traits and 4712 isoform-ratio traits.

The association tests were applied on genotyping dataset that was obtained from the UNC systems genetics repository (http://csbio.unc.edu/CCstatus) and included measurements from MegaMUGA—a 77K marker genotyping array based on the Illumina Infinium platform. The genotyping data was computationally validated using comparison with the polymorphic loci in the RNA-Seq data (Figure S1). For a given genome interval, the haplotype probabilities *g*_*k, m*_ of each of founder *k* in each CC line *m* were calculated using the HAPPY package version 2.4 (Mott et al., 2000). Altogether, the association tests were applied on 23,217 genome intervals for which the haplotype probabilities were calculated. Unless stated otherwise, the analysis was focused on proximal genome intervals. To that end, association scores were calculated using genomic intervals whose distance to the gene's transcription start site is less than 5 Mbp.

Throughout the manuscript, we use the following terminology: a *proximal eQTL* is defined as a nearby genome interval whose FDR is lower than 0.01 (based on 100 permutations). There are two types of proximal eQTLs: *total-expression eQTLs* that are associated with the expression level of total-expression traits, and *isoform-ratio eQTLs* that are associated with the percentage of alternatively spliced isoforms (see Tables S3, S4 for full lists).

We note that it is possible to use the optimized regression parameters (from equation 1) to determine the contribution of each founder to the overall regulatory variation. As previously described (Aylor et al., 2011; Durrant et al., 2011), we define the *founder effect* as $\frac{\alpha_{k}}{\max{\left\{abs\left(\alpha_{k}\right)\right\}}_{k=1}^{8}}$: the higher the (absolute) founder effect on a certain eQTL target, the stronger the contribution of the DNA changes in the eQTL region of this founder strain.

### Construction of an eQTL-drug connectivity map

The eQTL-drug connectivity map was generated in several steps. In step 1 we assembled a reference collection of manually curated drug-specific sets of enzymes. Each set in this collection includes a group of genes that play a role in the metabolic reactions of a particular drug, based on direct experimental evidence. The reference collection consists of 881 gene sets relating to 165 different drugs, which were assembled from the Kyoto Encyclopedia of Genes and Genomes (KEGG) and from the IPA database (QIAGEN, Redwood City, CA). In step 2, additional enzymes were added to each set based on indirect evidence. Specifically, each of the manually curated sets was further expanded with the alternative genes of the same chemical reaction (that is, with the same EC numbers). Altogether, steps 1 and 2 produced a reference collection of drug-specific gene sets, where the assignment of a gene to a particular set is based on either direct (step 1) or indirect (step 2) experimental evidence. Next, in step 3 we removed genes that were not associated with a proximal eQTL. In particular, given the reference collection from step 2, we retained only those genes that were significantly associated with at least one proximal eQTL (using the same thresholds as detailed above; see final collection in Tables S5, S6).

Building on this collection, the eQTL-drug connectivity map consists of three types of nodes: drugs with at least one non-empty curated gene set, genes in these non-empty sets, and the proximal eQTLs of these genes. The map contains edges between each drug node and its corresponding nodes of genes, as well as edges between each gene node and the nodes of its proximal eQTLs.

### Demonstration of genetic variation in splicing events

To demonstrate the alternative splicing events of a particular gene in a given sample, reads were aligned to the genome using Tophat version 2.0.9 (Kim et al., 2013) with –max-intron-length 20,000 (thus avoiding most cases of aligning the same fragment to two nearby genes). Uniquely mapped reads were extracted by filtering out those reads carrying poor mapping quality (< 10). Using the TopHat alignment, the IGV software (Thorvaldsdóttir et al., 2013) was used to show the reads' coverage together with the amount of splice junctions (see details below).

## Results

### Characterization of proximal eQTLs acting on hepatic drug disposition enzymes

To investigate transcription diversity in the livers of CC mice, we sequenced total RNA from the livers of 29 distinct CC lines (1–3 individuals per strain, 55 individuals in total; Table S1). 

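The Collaborative Cross (CC) is a panel of recombinant inbred mouse lines bred from 8 inbred founder strains, so that mice of one line are close to genetically identical and serve as biological replicates. Of the 29 lines, 8 were represented by 1 mouse, 16 by 2 mice and 5 by 3 mice. The mice were between 8 and 11.9 weeks old (median 9.1 weeks) and weighed between 12.8 and 38 g (median 23 g). The authors aligned the paired-end fragments of each liver to the annotated transcripts of the mouse genome (NCBI build 37, Ensembl release 67) with Bowtie 2 and quantified them with RSEM. They deposited, for each mouse, estimated counts, TPM and FPKM for 37620 genes and 97251 isoforms, with the percentage of a gene's expression that each isoform takes. RSEM shares out a fragment that matches several isoforms or genes by maximum likelihood, so the estimated counts need not be whole, and values of genes with close paralogs or of isoforms that share most exons are less certain. The estimated fragments summed to between 20542671 and 33953036 per mouse, with a median of 27700357. The paper states 24 to 37.5 M sequenced fragments with an average of 31.5 M, and the values given here use the estimated fragments. Total-expression traits were taken as FPKM per gene and isoform-ratio traits as the percentage of the isoform chosen by the paper's rule, as deposited and without further normalization. For comparisons among lines the values were rounded to the paper's levels and converted to van der Waerden scores, which are normal scores of the ranks. The share of variance between lines was expressed as the intraclass correlation, where 0 means that line mates are no more alike than unrelated mice and 1 that they are identical. Line mates were of the same age in every line except IL-785. The share between lines can therefore include age and other conditions common to line mates. For comparisons of founder haplotypes the line was the unit, with the mean of its mice as its value. The choices that could change the values are the expression filter, the unit, the isoform chosen for a gene, and the line labels of IL-1052 and IL-2750, whose mice are intermixed in Figure S2.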

On the basis of these data we quantified the total expression of each gene (“total-expression traits”) as well as the relative expression of the annotated isoforms (“isoform-ratio traits”; see Materials and Methods and Table S2). 

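Over 5949 total-expression traits, the Spearman correlation between mice of the same line was 0.967 ± 0.0215 (SD, 31 pairs), against 0.890 ± 0.0243 (SD, 1454 pairs) between mice of different lines. The difference of 0.0770 was larger than in any of 100000 permutations of the line labels (two-sided permutation test, p = 1e-05, the smallest they can give). Of the 47 mice with a line mate, 42 had a line mate as the most correlated mouse. Among the alternatives, the difference moved most, to 0.0221, when all genes with an FPKM above 0 in at least 1 mouse were used. Over 6650 isoform-ratio traits, the correlation was 0.838 ± 0.0217 (SD, 31 pairs) within lines and 0.792 ± 0.0292 (SD, 1454 pairs) between lines, a difference of 0.0464 with the same two-sided permutation p. Here 39 of the 47 mice had a line mate as the most correlated mouse. Pairs of the same line were less clearly separated for isoform ratios, since 21 of the 31 pairs lay above 95% of the different-line pairs, against 29 of the 31 for total expression. With the isoform of the highest mean ratio in place of the isoform with the most levels, the isoform-ratio difference was 0.0635. Gene by gene, edgeR's quasi-likelihood F test on the rounded estimated counts of the 47 mice in 21 lines gave 13523 of 15285 tested genes with a Benjamini-Hochberg adjusted p-value under 0.05 for a difference among lines. That number was lowest, 10070 of 10700 tested genes, when at least 10 estimated counts were required in every mouse.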

We found that the global expression profiles are similar between individuals of the same strains for both total-expression and isoform-ratio traits (Figures S2, S3); this dataset is therefore amenable to our study. In the following we focus on 5950 total expression traits and 4712 isoform-ratio traits that were highly variable across the CC mice.

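The paper's rules were applied to the deposited values of the 55 mice. A gene was kept when its maximum FPKM was at least 2 and when its values, rounded to bins of the maximum divided by 200 and at least 0.5, fell on at least 12 levels. Of 11284 genes that passed the expression filter, 5949 total-expression traits were kept, with a median of 22 levels. For isoform ratios, the isoform with the most levels was taken for each gene, and 6650 traits were kept, with a median of 35 levels. Both traits were kept for 3522 genes. The 3128 genes with an isoform-ratio trait only were expressed at a lower level, with a median over genes of the mean FPKM of 2.55, against 13.9 for the genes with both traits. The number of total-expression traits moved most, to 7373, when TPM replaced FPKM. The number of isoform-ratio traits moved most among the alternatives set in advance, to 7498, when a maximum FPKM of 1 was enough.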

We tested the association of each trait separately against all polymorphisms. A genome-wide map indicates, as expected, that this analysis has no spurious *trans*-eQTL bands (Figure S4) and do not show inflation of the association test statistics (Figure S5). The analysis is focused on proximal eQTLs, using a cutoff of 5 Mbp as evidence for *cis* regulatory variation. This permissive genomic range was selected to account for the lack of precision in the associated genome intervals (Figure S6). We used permutation to establish the null distribution of the association test statistics and then exploited the null distribution to calculate a permutation-based false discovery rate (“permutation FDR”) score (see Materials and Methods). 

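The genotypes behind the associations were not analysed here, so the genes of Tables S3 and S4 were examined for how much of their variance lay between lines. Of the 365 genes in Table S3, 356 were found in the files by their Ensembl identifier and 9 by their symbol, and 364 had a kept total-expression trait. Their median intraclass correlation was 0.715 (quartiles 0.629 and 0.794), and 341 of the 364 genes were above 0.5. Among 10000 random lists of the same size matched on mean expression, the median of the lists was 0.603 and the highest was 0.643. Of the 243 genes in Table S4, 241 were found by identifier and 2 by symbol, and all had a kept isoform-ratio trait. The median intraclass correlation of these isoform ratios was 0.611 (quartiles 0.496 and 0.715), and 177 were above 0.5. The matched random lists of isoform-ratio traits had a median of 0.364 and reached at most 0.430. The genes of both tables were selected in the same mice for an association with the haplotypes of the lines, so values above the random lists follow from that selection and are not a separate test of it. The value for Table S3 moved most, to 0.779, without lines IL-1052 and IL-2750, and the value for Table S4 moved most, to 0.681, when percentages were used without conversion to scores.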

At a permutation FDR of 0.01 we identified proximal eQTLs associated with the total expression of 365 genes (“total-expression eQTLs”) and associated with the expression of 243 specific transcript isoforms (“isoform-ratio eQTLs”), a total of 608 significantly associated traits (see Materials and Methods and Tables S3, S4). We note that the similar numbers of total-expression eQTLs and isoform-ratio eQTLs is in accordance with previous studies in human cohorts (Gonzàlez-Porta et al., 2012; Battle et al., 2014). 

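By the paper's trait rules, 232 of the 365 genes in Table S3 and 220 of the 243 genes in Table S4 had both a kept total-expression trait and a kept isoform-ratio trait in the deposited values. The 2 tables share 43 genes. Among them are the drug disposition genes Cyp3a25, Glrx2, Glo1, Ugt1a6b and Tpmt. The total expression of Glo1 (chromosome 17, 30729811 to 30749604) ranged from 116 ± 9.83 FPKM (SD, n = 3 mice) in IL-785 to 811 FPKM in the single mouse of IL-2693, with an intraclass correlation of 0.847. The share of its isoform ENSMUST00000024823 was highest in the same line IL-785, at 99.9% ± 0.115 (SD, n = 3 mice), and lowest, 54.0%, in the single mouse of IL-2126, with an intraclass correlation of 0.578.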

Of the 3400 genes found to have dual annotation (both total-expression and isoform-ratio traits), in 43 we obtained both total-expression eQTL and isoform-ratio eQTL, not necessarily in the same genomic interval.

To characterize biochemical networks in the context of inherited transcriptional variation, we examined the 608 eQTL-associated traits and found them to be enriched in a curated list of biotransformation reactions from the “Ingenuity Pathway Analysis” (IPA) database (*P* < 0.03, hyper-geometric test). Specifically, 40 drug disposition genes were found to be associated with a proximal eQTL, which could be further classified according to their particular type of enzymatic reaction (Table 1):

- Functionalization reactions by oxidation, reduction and hydrolysis, which either activate or detoxify the drug. Among the eQTL-associated functionalization DMEs, oxidation is catalyzed by cytochrome P450 (*Cyp2a/2c/2d/3a*), alcohol and aldehyde dehydrogenases (*Adhfe1* and *Aldh8a1/16a1*), thiol-disulfide oxidoreductase (*Glrx2*), and FMO (*Fmo1*); reduction is catalyzed by aldo-keto reductases (*Akr1c13/19*); and hydrolysis is catalyzed by various esterases (*Ces1g/2h/3a, Siae, Sulf2*), epoxide hydrolase (*Ephx2*), dihydropyrimidinase (*Dpys*), glucuronidase (*Gusb*), and glyoxalase (*Glo1*).
- Conjugation reactions that transfer a functional group from a cofactor to a substrate chemical, resulting in detoxification followed by excretion. 

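Among the functionalization enzymes with a total-expression trait and a lowest line mean above 0, the largest ratio of the highest to the lowest line mean, 724, was found for Cyp2d11 (ENSMUSG00000068085, chromosome 15, 82219584 to 82224452). Its line means ranged from 0.0533 ± 0.00577 FPKM (SD, n = 3 mice) in IL-2750 to 38.6 ± 2.69 FPKM (SD, n = 3 mice) in IL-670. The lowest mean lies below the 0.5 FPKM floor of the rounding bins, so the exact ratio and its rank are uncertain. Ces1g (chromosome 8, 95826268 to 95861207) ranged from 3.31 ± 1.65 FPKM (SD, n = 2 mice) in IL-2680 to 150.2 ± 0.870 FPKM (SD, n = 2 mice) in IL-2146. Akr1c19 (chromosome 13, 4227946 to 4247927) ranged from 6.76 ± 1.27 FPKM (SD, n = 2 mice) in IL-72 to 191 FPKM in the single mouse of IL-2126. The intraclass correlations of these 3 genes were 0.888, 0.864 and 0.866, each with a permutation p of 1e-05 (one-sided, the smallest that 100000 permutations of the line labels can give). Cyp2d and Akr1c genes have close paralogs, and their fragments were shared out by RSEM. Ephx2 (chromosome 14, 66703214 to 66743337) had the lowest intraclass correlation, 0.235 (one-sided permutation test, p = 0.119, adjusted p = 0.119), so a difference among lines was not detected with van der Waerden scores. With untransformed FPKM and the same labels it passed the test, at 0.360 (one-sided permutation test, adjusted p = 0.0343). Its FPKM was 112 and 386 in the 2 mice labelled IL-1052 and 252, 423 and 124 in the 3 mice labelled IL-2750. Without these lines the intraclass correlation of the scores was 0.553 (one-sided permutation test, adjusted p = 0.00249).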

The eQTL-associated conjugation DMEs catalyze the transfer of various functional groups, including UDP-glucuronosyl, amino acid, N-acetyl, methyl and glutathione-S (*Ugt1a/Ugt3a, Ccbl1/2, Nat8, Tpmt*, and *Gsta2/m6/z1/Mgst3*, respectively).
- Transport reactions, mediated by DTPs that have a role in the facilitated carrying of drugs across cellular membranes (Katz et al., 2008; Penner et al., 2012). 

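Among the conjugation enzymes, Ugt3a2 (ENSMUSG00000049152, chromosome 15, 9265305 to 9300710) ranged from 4.21 ± 1.52 FPKM (SD, n = 3 mice) in IL-670 to 166 FPKM in the single mouse of IL-2693, with an intraclass correlation of 0.914. Nat8 (chromosome 6, 85780382 to 85782076) ranged from 1.29 ± 0.528 FPKM (SD, n = 3 mice) in IL-2156 to 27.0 ± 3.61 FPKM (SD, n = 2 mice) in IL-219, with an intraclass correlation of 0.647. Tpmt (chromosome 13, 47120539 to 47140106) varied in both traits. Its total expression was lowest in IL-1452, at 17.5 FPKM, and highest in IL-2126, at 115 FPKM, both lines with a single mouse. The share of its isoform ENSMUST00000021806 was 80.0% ± 8.39 (SD, n = 29 lines), with an SD within lines of 4.45, and its intraclass correlation was 0.745. After Benjamini-Hochberg adjustment over the 45 traits of Table 1, the largest adjusted permutation p of these 4 traits was 0.000191.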

The eQTL targets in this class include two types of DTP families: an ATP-binding cassette (*Abcc6*) and a solute-linked carrier (*Slco1a1*).
- Transcription regulation. 

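Abcc6 (ENSMUSG00000030834, chromosome 7, 53231750 to 53285672) was expressed at 23.5 ± 5.50 FPKM (SD, n = 29 lines), with an SD within lines of 4.09. The lowest line was IL-1513, at 9.44 ± 1.55 FPKM (SD, n = 2 mice), and the highest was IL-2146, at 37.7 ± 11.5 FPKM (SD, n = 2 mice). The intraclass correlation was 0.523 (one-sided permutation test, p = 0.00224, adjusted p = 0.00246 over the 45 traits of Table 1).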

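The gene Nr1i3 (ENSMUSG00000005677, chromosome 1, 173144101 to 173150832) encodes the nuclear receptor CAR and has 9 annotated isoforms in the files. The share of isoform ENSMUST00000005820 was 25.1% ± 12.8 (SD, n = 29 lines), with an SD within lines of 6.29. It ranged from 0% in the single mouse of IL-1141 to 57.5% ± 6.75 (SD, n = 2 mice) in IL-4457. The intraclass correlation of the isoform ratio was 0.630 (one-sided permutation test, adjusted p = 0.000265 over the 45 traits of Table 1). Total expression also differed among lines, between 13.8 ± 0.926 FPKM (SD, n = 2 mice) in IL-519 and 104 FPKM in the single mouse of IL-4032, with an intraclass correlation of 0.579.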

The identified eQTL targets include CAR, a nuclear receptor that regulates the transcription of drug disposition enzymes.

**Table 1:** **Summary of proximal eQTLs underlying the biotransformation of drugs in livers of the CC mouse population**.

**Reaction**	**Enzyme class**	**Enzyme**	**eQTL**
Functionalization: oxidation	Cytochromes P450 (CYPs)	*Cyp2a22*	chr7:28
		Cyp2c40^*^	chr19:40
		*Cyp2c44*	chr19:40
		*Cyp2d11*	chr15:84
		*Cyp2d12*	chr15:86
		*Cyp3a13*	chr5:138
		*Cyp3a16*	chr5:147
		Cyp3a25^**^	chr5:147
	Alcohol dehydrogenase	Adhfe1^*^	chr1:12
	Aldehyde dehydrogenase	*Aldh8a1*	chr10:22
		*Aldh16a1*	chr7:50
	Thiol-disulfide oxidoreductase	Glrx2^**^	chr1:146
	Flavin-containing monooxygenase (FMO)	*Fmo1*	chr1:160
Functionalization: reduction	Aldo-keto reductase	*Akr1c13*	chr13:3
		*Akr1c19*	chr13:5
Functionalization: hydrolysis	Carboxylesterase (CES)	*Ces1g*	chr8:99
		*Ces2h*	chr8:112
		Ces3a^*^	chr8:108
	Sialic acid acetylesterase	*Siae*	chr9:40
	Sulfatase (esterase)	*Sulf2*	chr2:167
	Epoxide hydrolase	*Ephx2*	chr14:62
	Dihydropyrimidinase	Dpys^*^	chr15:39
	Glucuronidase	Gusb^*^	chr5:130
	Glyoxalase	Glo1^**^	chr17:32
Conjugation	UDP-glucuronosyltransferase (UGT)	Ugt1a6a^*^	chr1:92
		Ugt1a6b^**^	chr1:90^*^,92
		*Ugt1a10*	chr1:92
		*Ugt3a1*	chr15:11
		*Ugt3a2*	chr15:9
	Methyltransferase	Tpmt^**^	chr13:51
	N-acetyl transferase	*Nat8*	chr6:86
	Amino acid (AA) transferase	Ccbl1^*^	chr2:30
		Ccbl2^*^	chr3:143
	Glutathione S-transferase (GST)	*Mgst3*	chr1:170
		Gsta2^*^	chr9:82
		*Gstm6*	chr3:105
		*Gstz1*	chr12:90
Transport	ATP-binding cassette	*Abcc6*	chr7:51
	Solute-linked carrier	*Slco1a1*	chr6:142
Transcription factors	Nuclear receptor	Nr1i3 (CAR)^*^	chr1:174

*Shown for each drug disposition reaction (column 1) are various enzyme classes (column 2), the identified eQTL-associated genes in each class (column 3), and the top-ranking proximal eQTL of each gene (genomic positions; column 4. The second number indicates the distance in Mb from the start of the chromosome). Expression of each enzyme is associated with an isoform-ratio eQTL (asterisk), total-expression eQTL (no asterisk), or both (two asterisks). Overall, we found 30 total-expression eQTLs and 15 isoform-ratio eQTLs that underlie the expression of 40 different drug disposition enzymes*.

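Each of these 45 traits was tested for a difference among the 29 lines by its intraclass correlation, with 100000 permutations of the line labels and Benjamini-Hochberg adjustment. An adjusted p under 0.05 was obtained for 44 of the 45 traits, which comprise 29 of the 30 total-expression traits and all 15 isoform-ratio traits. The exception was Ephx2. The median intraclass correlation was 0.777 for the total-expression traits, with the highest, 0.922, for Ugt1a10. Where the lowest line mean was above 0, the highest line mean was a median of 6.80 times the lowest. The count was 45 with untransformed values, and also without lines IL-1052 and IL-2750. The traits were selected by the paper in the same mice, so that most of them pass follows in part from the selection, and since no genotypes were used the tests do not locate the variants.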

### Mapping the connectivity between eQTLs and drug metabolism

To obtain a global perspective on the participation of eQTLs in drug metabolism we used expert-curated drug-specific sets of enzymes, where each set is a collection of enzymes that play a role in the biotransformation of one particular drug (see Materials and Methods). By analyzing these sets we identified 63 drugs whose biotransformation is perturbed by at least one proximal eQTL (Table S5) and of which 49 are affected by two or more eQTLs that reside in a distinct genomic location (at least 10 Mb apart; Table S6). We organized this information as a network, referred to as the “eQTL-drug connectivity map” (Figure 1A). The map is composed of three types of nodes: drugs, eQTLs and enzymes. Each drug is connected to its metabolizing enzyme nodes and each enzyme is connected to its underlying eQTL nodes.

**Figure 1:**
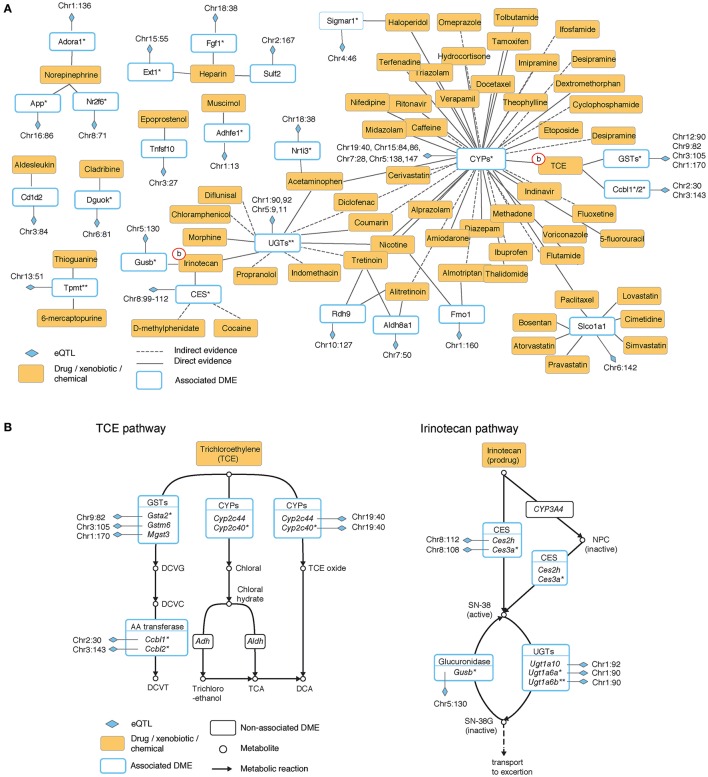
**The hepatic eQTL-drug connectivity map reveals the organization of proximal regulatory variants acting on drug disposition processes. (A)** Hepatic eQTL-drug connectivity map. A network view of exogenous chemicals and drugs (orange nodes) and drug disposition enzymes (white nodes with blue borders) with significant association to proximal eQTLs (blue diamonds). Edges correspond to a known role of an enzyme in the metabolic biotransformation of a given chemical. Solid or dashed lines indicate direct or indirect evidence, respectively. **(B)** Zoom-in on the underlying metabolic reactions of two representative exogenous chemicals: trichloroethylene (TCE, left) and irinotecan (right). Chemicals and drugs are shown as orange rectangles; enzymes are shown as white rectangles; eQTLs are marked by blue diamonds, and eQTL-associated enzymes are drawn with a blue border. Plot **(A)** summarizes the eQTL-drug connectivity in these pathways. Shown are isoform-ratio eQTL (asterisk), total-expression eQTL (no asterisk), or both (two asterisks). CYPs, cytochromes P450; CES, carboxylesterase; UGTs, UDP-glucuronosyl transferases; GSTs, glutathione S-transferases.

Characterization of drugs in terms of their perturbing eQTLs provides potential joint effects that may underlie the response to administration of a drug. For example, trichloroethylene (TCE) is a small molecule (C_2_HCl_3_) with carcinogenic potential. In the connectivity map, TCE is connected to three eQTL targets (cytochrome P450 [CYPs], glutathione S-transferases [GSTs] and amino acid [AA]-transferases). 

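The enzymes of these classes in Figure 1B were measured in the livers of the 29 lines without exposure to the chemical. Cyp2c44 (chromosome 19, 44079512 to 44103737) ranged from 7.70 ± 1.01 FPKM (SD, n = 2 mice) in IL-1061 to 316 FPKM in the single mouse of IL-4032, with an intraclass correlation of 0.919. The share of isoform ENSMUST00000025969 of Cyp2c40 was 51.8% ± 31.8 (SD, n = 29 lines), the widest spread of the 15 isoform-ratio traits of Table 1, with an SD within lines of 17.4. Gstm6 (chromosome 3, 107741765 to 107746667) was lowest in IL-2146, at 4.35 ± 0.870 FPKM (SD, n = 2 mice), and highest in IL-611, at 119 ± 17.9 FPKM (SD, n = 3 mice). Mgst3 (chromosome 1, 169302097 to 169323972) ranged from 4.45 ± 1.12 FPKM (SD, n = 3 mice) in IL-2156 to 54.9 FPKM in the single mouse of IL-2126. For the amino acid transferases, the isoform ENSMUST00000044038 of Ccbl1 took 58.4% ± 7.74 (SD, n = 29 lines) and the isoform ENSMUST00000106218 of Ccbl2 took 83.0% ± 5.06 (SD, n = 29 lines). The SD within lines was 3.39 for Ccbl1 and 2.70 for Ccbl2, and the intraclass correlations were 0.754 and 0.730.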

The connectivity map is based on the known biochemical pathway involving the same combination of eQTL targets (Figure 1B, left). The biochemical pathway suggests a potential process by which joint genetic effects may influence the response to TCE.

The irinotecan pathway provides another example of potential genetic interactions within the eQTL-drug connectivity map (Figure 1B, right). Irinotecan is a drug used for the treatment of cancer (Nagar and Blanchard, 2006), and there are known individual differences in susceptibility to its effect (Nagar and Blanchard, 2006; Guo et al., 2007; Marsh and Hoskins, 2010). 

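Irinotecan is a prodrug that carboxylesterases hydrolyse to its active metabolite SN-38. In the deposited values, Ces2h (chromosome 8, 107538350 to 107544310) was not detected in the single mouse of IL-4141 and reached 51.1 ± 7.35 FPKM (SD, n = 2 mice) in IL-2680, with an intraclass correlation of 0.563. The isoform ENSMUST00000093222 of Ces3a took between 80.2% ± 0.00707 (SD, n = 2 mice) in IL-1061 and 99.9% ± 0.0919 (SD, n = 2 mice) in IL-4052. For glucuronidation, Ugt1a10 ranged from 0.56 FPKM in the single mouse of IL-1452 to 165 ± 13.6 FPKM (SD, n = 3 mice) in IL-785. The annotated intervals of Ugt1a10 (89951963 to 90115579), Ugt1a6a (89999827 to 90116577) and Ugt1a6b (89999827 to 90115578) overlap on chromosome 1, so fragments of their shared exons were divided by RSEM. The glucuronidase isoform ENSMUST00000026613 of Gusb varied little, at 95.8% ± 2.05 (SD, n = 29 lines) with an SD within lines of 2.03, although its intraclass correlation of 0.522 passed the test (one-sided permutation test, adjusted p = 0.00262 over the 45 traits of Table 1).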

The pathway consists of activation of irinotecan to SN-38 (by members of the carboxylesterases [CES] family) and deactivation of SN-38 into SN-38G (by the UDP-glucuronosyltransferase [UGTs] and the glucuronidase families). Overall, whereas the eQTL-drug connectivity map (Figure 1A) summarizes the identity of the relevant metabolizing enzymes, mechanistic visualization (Figure 1B) suggests the existence of genetic interactions between different eQTLs along the cascade of metabolic reactions.

In addition, the connectivity map indicates that some of the associated enzymes (8 of 23; 34%) participate in the biotransformation of two or more drugs, highlighting potential regulatory variation that may lead to drug-drug interactions. 

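The transporter gene Slco1a1 (ENSMUSG00000041698) lies on chromosome 6 from 141855803 to 141895483. Its expression was 170.5 ± 67.3 FPKM (SD, n = 29 lines), with an SD within lines of 38.9 and an intraclass correlation of 0.748 (one-sided permutation test, adjusted p = 1.87e-05 over the 45 traits of Table 1). The lowest line was IL-2146, at 47.2 ± 10.1 FPKM (SD, n = 2 mice), and the highest was IL-219, at 300.045 ± 1.77 FPKM (SD, n = 2 mice).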

One example is the solute-linked carrier *Slco1a1*, whose proximal regulatory variation probably has an effect on at least seven drugs, including lovastatin, bosentan and cimetidine. Another example is the family of UDP-glucuronosyl transferases (UGTs), which is connected to 11 different drugs. This suggests specific proximal regulatory variation that has an influence on a large repertoire of drugs.

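Table S5 links UDP-glucuronosyltransferases to 11 of its 63 drugs, 5 of them through direct evidence. Ugt3a1 (chromosome 15, 9209584 to 9244787) was expressed at 59.9 ± 20.8 FPKM (SD, n = 29 lines), with an SD within lines of 9.47. Ugt1a6b total expression was 40.4 ± 18.6 FPKM (SD, n = 29 lines), with an SD within lines of 4.82, and its isoform ENSMUST00000113137 took 4.41% ± 4.51 (SD, n = 29 lines). The isoform ENSMUST00000113134 of Ugt1a6a took 71.6% ± 15.7 (SD, n = 29 lines), with an SD within lines of 4.28. The lines at the extremes differed between these traits, since Ugt3a1 was highest in IL-521, Ugt1a6b expression in IL-2680, and the Ugt1a6a ratio in IL-519.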

We note that it is possible to identify groups of CC lines on the basis of their co-variation in the expression of drug-specific metabolizing enzymes. For example, as in the case of the irinotecan pathway (Figure S7), there is a clear grouping of the CC lines based on the co-variation of their expression across the relevant enzymes (e.g., a distinct expression of lines IL-670 and IL-785 compared to lines IL-611 and IL-3438 across the expression of *Ces2h/3b, Ugt1a10/6a/6b*, and *Gusb*). 

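Lines IL-670 and IL-785 (3 mice each) were compared with lines IL-611 (3 mice) and IL-3438 (2 mice) over the 7 traits of the pathway. For 4 of the 7 traits, the 6 mice of the first pair of lines all lay above the 5 mice of the second pair. The mean was 38.0 ± 10.5 FPKM (SD, n = 6 mice) against 0.134 ± 0.0666 FPKM (SD, n = 5 mice) for Ces2h. For Ugt1a10 it was 155 ± 13.6 FPKM (SD, n = 6 mice) against 1.26 ± 0.412 FPKM (SD, n = 5 mice). The chosen isoform of Ces3a took 99.8% ± 0.106 (SD, n = 6 mice) against 84.1% ± 1.27 (SD, n = 5 mice), and that of Ugt1a6a took 91.4% ± 1.25 (SD, n = 6 mice) against 77.1% ± 3.77 (SD, n = 5 mice). Ces2h (107538350 to 107544310) and Ces3a (107572499 to 107582314) lie close together on chromosome 8. Ugt1a10 and Ugt1a6a overlap on chromosome 1, so these 4 traits are not independent of each other. Of the 462 ways to divide the 11 mice into 6 and 5, only the labelled one separated as many traits (exact permutation test, p = 0.00216). The paper names these lines for their distinct expression of the same traits and line mates are not independent, so this p describes the chosen lines and does not test the separation. The Gusb ratio overlapped between the groups, at 95.4% ± 3.01 (SD, n = 6 mice) and 98.0% ± 0.856 (SD, n = 5 mice), with an adjusted p of 0.0333 (exact permutation test, two-sided, adjusted over the 7 traits). Ugt1a6b did not differ in total expression (p = 0.385) or in isoform ratio (p = 0.167; exact permutation tests, two-sided). With line means as units 6 of the 7 traits were separated, but 2 lines against 2 cannot give an exact p below 0.333. The carboxylesterase isoform trait in Table S4 belongs to Ces3a, and the isoform ratio of Ces3b had an intraclass correlation of 0.298 (one-sided permutation test, p = 0.0640).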

Based on this grouping it is possible to select a non-redundant subset of lines that covers a large variety of responses (e.g., by choosing a single line from each group). Because distinct drugs initiate different biotransformation pathways perturbed by distinct combinations of eQTLs, this strategy may provide a tailored drug-specific selection of CC lines, opening the way to future expression-based selection of representative CC lines that can be used to test adverse effects in pharmacogenetic studies.

### Genetic variation in alternative splicing of hepatic drug disposition enzymes

Our data showed that a substantial fraction of the identified associations are a result of splicing variability. Among 608 associated traits, we found 243 isoform-ratio traits (~40%; Tables S3, S4). Furthermore, we observed a similar percentage of isoform-ratio traits within the associated drug deposition genes (33%, 15 from 45 traits; Table 1). 

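The 243 isoform-ratio traits are 40.0% of the 608 traits listed in Tables S3 and S4. Over all kept traits, the median intraclass correlation among lines was 0.592 for the 5949 total-expression traits and 0.253 for the 6650 isoform-ratio traits.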

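The 15 isoform-ratio traits of Table 1 are 33.3% of its 45 traits. Their median intraclass correlation was 0.667, from 0.468 for Adhfe1 to 0.814 for Gsta2. The size of the variation differed between them. The isoform ENSMUST00000027044 of Adhfe1 (chromosome 1, 9538029 to 9568051) took between 88.0% in the single mouse of IL-1452 and 93.3% ± 1.79 (SD, n = 2 mice) in IL-3575. The isoform ENSMUST00000050491 of Glrx2 (chromosome 1, 145586159 to 145596806) took between 32.5% in the single mouse of IL-2126 and 75.1% ± 0.283 (SD, n = 2 mice) in IL-3575.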

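Of the 7 genes of the trichloroethylene pathway in Figure 1B, the 4 with an isoform-ratio trait (57.1%) were Cyp2c40, Gsta2, Ccbl1 and Ccbl2. The isoform ratios of these genes had adjusted p-values between 1.87e-05 and 9e-05 for a difference among lines (one-sided permutation test, adjusted over the 45 traits of Table 1). Total expression varied among lines as well for Cyp2c40, with an intraclass correlation of 0.716, and for Gsta2, with 0.758, although neither is listed in Table S3.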

In the TCE pathway, for instance, out of seven associated genes we identified four (57%) whose association was due to variation in splicing events spanning four different metabolic transformations (ending with TCE oxide, chloral, DCVG and DCVT; Figure 1B, left). Similarly, among six associated genes in the irinotecan pathway, four are controlled at the level of alternative splicing (*Ces3a, Gusb, Ugt1a6a/b*, 66%; Figure 1B, right). These results are comparable with the reported isoform-ratio percentages of 38% (496 out of 1290) and 44% (529 out of 1191) in human Caucasian and Yoruba cohorts (60 and 69 individuals, respectively, Gonzàlez-Porta et al., 2012), and are in agreement with studies indicating that isoform-ratio eQTLs are prevalent but less abundant than total-expression eQTLs (e.g., Battle et al., 2014).

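Of the 6 genes of this pathway, 4 (66.7%) carry an isoform-ratio trait. Their total expression also differed among lines, with intraclass correlations of 0.634 for Gusb, 0.665 for Ugt1a6a and 0.917 for Ugt1a6b (adjusted p of 0.00035 for Gusb and Ugt1a6a over the 10 other traits tested, and of 1.87e-05 for Ugt1a6b over the 45 traits of Table 1, one-sided permutation tests). For Ces3a the differences in total expression, an intraclass correlation of 0.328, did not pass the same test after adjustment (p = 0.0456, adjusted p = 0.0570).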

We then turned to characterizing representative examples of isoform-level associations. For each eQTL-associated gene we first selected founder strains that differ substantially in their effects, and then chose CC lines that carry the haplotype of the selected founders in the associated locus (eQTL) of the gene. We note that CC lines for a gene are selected because they carry the genetic information of founders, which leads to a major variation in the fraction of expression of at least one isoform; the selected CC lines should therefore show a distinct distribution of the spliced junctions. Here we focus on two genes, *Cyp3a25* and *Gsta2*. For each of these genes we first exemplify the abovementioned CC selection procedure and then show the splice junctions in each of the selected strains.

1. Cyp3a25 is a functionalization enzyme that oxidizes a variety of compounds including xenobiotics and steroids. We found that the founder B6 and A/J strains differ substantially in their effects on at least one isoform of this gene (Figure 2A, bottom left). 

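The effects of the founders were estimated from the isoform ratio of Cyp3a25 (ENSMUSG00000029630, chromosome 5, 146788770 to 146821194, minus strand). The haplotype of each line at the isoform-ratio eQTL of the gene was read from Figure 2A. Lines whose haplotype could not be read as a single founder were left out, which left 43 mice of 24 lines. A mixed model with founders as fixed effects and the line as a random effect was fitted to the van der Waerden scores by maximum likelihood. The likelihood ratio was 41.9 against the model without founders (one-sided permutation test with 100000 permutations of the haplotypes over lines, p = 7e-05), for a trait that the paper selected for its association in the same mice. Scaled so that the largest absolute effect was 1, the effect was -1 (standard error 0.197, 5 lines) for B6 and 0.959 (standard error 0.168, 6 lines) for A/J. CAST, with 5 lines, had an effect of 0.874 (standard error 0.185), close to that of A/J, and 129S1, with 3 lines, had -0.429 (standard error 0.227). NOD, NZO and PWK were each carried by a single line, so their effects of -0.741, -0.704 and 0.758 have no replicate lines. With percentages in place of scores the likelihood ratio was 57.5, the largest move among the alternatives.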

We therefore distinguish between CC lines that carry the B6 haplotype (IL-557, IL-1452, IL-2011, IL-2126, IL-4156 strains) and those carrying the A/J haplotype (IL-1141, IL-72, IL-611, IL-4032, IL-4052, IL-4457 strains) in the genomic region of Cyp3a25 (Figure 2A, left). 

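The main isoform of Cyp3a25, ENSMUST00000068317 (13 exons, protein coding), took 76.9% ± 5.62 (SD, n = 5 lines) of the gene's expression in the B6-carrying lines and 98.1% ± 1.29 (SD, n = 6 lines) in the A/J-carrying lines. The difference of 21.3 percentage points was the largest of all 462 ways to divide the 11 lines (exact permutation test, two-sided, p = 0.00216, the smallest this design can give). The 2 founders were chosen by the paper for their different effects in the same mice, so this p is not an independent test of the difference. It does not measure the size of the difference either. The line called IL-4156 in the text was taken as IL-2156, the line that Figure 2A and Table S1 list. The ranges did not overlap, from 69.5% to 84.5% in the B6-carrying lines and from 95.5% to 99.0% in the A/J-carrying lines. The lowest A/J-carrying line was IL-4052, whose 2 mice had 92.1% and 99.0%. With each line left out in turn, the difference stayed between 19.4 and 23.2 percentage points.

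**Figure D1:**
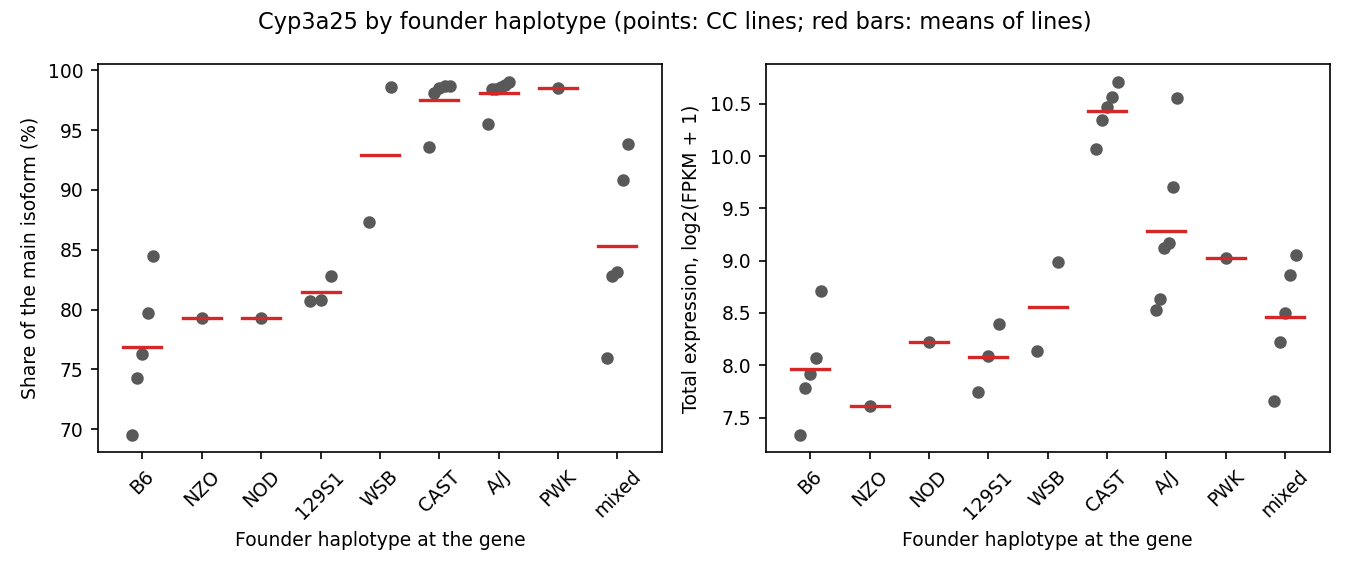
Cyp3a25 in the 29 CC lines by the founder haplotype at its isoform-ratio eQTL. The axis label names the gene, but the haplotype is that at the eQTL. The left panel plots the share of isoform ENSMUST00000068317 in percent and the right panel the total expression as log2(FPKM + 1). Each point is a line (mean of its 1 to 3 mice) and red bars are means of lines. The B6-carrying lines lie between 69.5% and 84.5% on the left, below the A/J-carrying lines.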

Specifically, we focus on two representative B6-carrying lines (IL-2011 and IL-2156) and two A/J-carrying lines (IL-72 and IL-611). 

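The main isoform took 76.3% ± 5.40 (SD, n = 2 mice) in IL-2011 and 79.7% ± 3.13 (SD, n = 3 mice) in IL-2156. In IL-72 it took 98.4% ± 0.113 (SD, n = 2 mice) and in IL-611 98.4% ± 0.506 (SD, n = 3 mice). Between these 4 lines the difference was 20.4 percentage points, and an exact permutation test of 2 lines against 2 cannot give a p below 0.333.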

Figure 2B displays the read coverage of the exons and the numbers of junction reads of the selected strains. 

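Junction reads were not analysed here, and the estimated shares of the isoforms were used in their place. Of the 4 Cyp3a25 isoforms in the files, ENSMUST00000145062 (12 exons, annotated as a target of nonsense-mediated decay) has the exons of the main isoform except exon 6. Exon 6 lies on chromosome 5 from 146804849 to 146804937 (NCBI build 37, minus strand) and is 89 bases long, so that skipping it shifts the reading frame. Its sequence on the coding strand is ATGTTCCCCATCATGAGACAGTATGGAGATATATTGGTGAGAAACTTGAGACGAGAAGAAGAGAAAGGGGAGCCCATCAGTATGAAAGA, with TTTTGTGCTTAG at the end of the intron before it and GTAAGTAAGTGG at the start of the intron after it. In the B6-carrying lines this isoform took 22.7% ± 5.64 (SD, n = 5 lines), from 15.2% in IL-1452 to 30.1% in IL-2126. In the representative lines it took 22.5% in IL-2011 (2 mice) and 19.8% in IL-2156 (3 mice). RSEM assigned it 2754 and 2816 fragments in the 2 mice of IL-2011, and 2507, 2280 and 1666 fragments in the 3 mice of IL-2156.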

We found multiple reads aligned to the junction-spanning exons 5 and 7 in B6-carrying strains (56 and 65 reads in lines IL-2011 and IL-2156, respectively). 

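In the A/J-carrying lines, the isoform without exon 6 took 1.73% ± 1.28 (SD, n = 6 lines) of Cyp3a25 expression, from 0.935% in IL-4457 to 4.31% in IL-4052. It took 1.10% in IL-72 (2 mice) and 1.43% in IL-611 (3 mice). RSEM assigned it 259 and 250.1 fragments in the mice of IL-72 and 849, 590.0 and 490 fragments in those of IL-611. The difference between the groups of lines was -20.9 percentage points (exact permutation test, two-sided, p = 0.00216). Of the other 2 isoforms, neither took more than 1.28% in any mouse.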

Notably, the numbers of these exon-skipping reads was substantially lower in the A/J-carrying individuals (5 and 12 reads in lines IL-72 and IL-611, respectively). The widespread exon-skipping events observed in B6-carrying strains raise the possibility that these events reflect a higher level of expression in B6-carrying than in A/J-carrying strains. However, we observed the opposite effect, with a higher coverage level and a higher number of non-skipping splicing reads in the A/J-carrying individuals. 

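Total expression of Cyp3a25 was 263 ± 96.6 FPKM (SD, n = 5 lines) in the B6-carrying lines and 709 ± 422 FPKM (SD, n = 6 lines) in the A/J-carrying lines. On the log2(FPKM + 1) scale the means were 7.96 ± 0.50 (SD, n = 5 lines) and 9.29 ± 0.75 (SD, n = 6 lines), a difference of 1.32 (exact permutation test over 462 arrangements, two-sided, p = 0.0130). The groups overlapped, since the highest B6-carrying line, IL-557, had 419 FPKM and the lowest A/J-carrying line, IL-4457, had 373 FPKM. The main isoform, which includes exon 6, was assigned 7963 and 12582 fragments in the mice of IL-2011, against 27567 and 20973 in those of IL-72. The difference in log2(FPKM + 1) ranged from 1.07 to 1.51 with each line left out in turn. The summed FPKM of the 6 other expressed Cyp3a genes within 2 Mb differed by -341 between the A/J-carrying and the B6-carrying lines, which was within the spread between lines (exact permutation test, two-sided, p = 0.565).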

For instance, 729 and 963 junction reads between exons 6 and 7 were mapped in the two A/J-carrying strains compared to 198 and 235 junction reads in B6-carrying ones. This confirms that the larger numbers of exon 6-skipping events in B6-carrying strains are not merely a result of the overall level of expression.

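The CAST- and A/J-carrying lines differed in the isoform ratio of Cyp3a25 by less than the spread between lines. The A/J-carrying lines had 98.1% ± 1.29 (SD, n = 6 lines) in the main isoform, at 709 ± 422 FPKM (SD, n = 6 lines). The 5 CAST-carrying lines had the highest mean expression, 1398 ± 219.7 FPKM (SD, n = 5 lines), with 97.5% ± 2.20 (SD, n = 5 lines) of it in the main isoform. The 3 lines with the 129S1 haplotype had 274 ± 60.9 FPKM (SD, n = 3 lines) and 81.4% ± 1.17 (SD, n = 3 lines). From the larger number of exon-skipping reads at a lower coverage in the B6-carrying strains (Fig. 2B), the paper concludes that the skipping of exon 6 is not merely a result of the overall level of expression.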

2. Gsta2 is a conjugation enzyme that adds a reduced glutathione to hydrophobic electrophiles. 

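Gsta2 (ENSMUSG00000057933) lies on chromosome 9 from 78178825 to 78203595, on the minus strand. The haplotype of each line was read from Figure 2A, which gives it at the isoform-ratio eQTL. Table 1 places this eQTL on the same chromosome, outside the gene. The 48 mice of 25 lines with a single founder haplotype entered the model. The likelihood ratio for founder effects on its isoform ratio was 37.5 (one-sided permutation test with 100000 permutations of the haplotypes over lines, p = 0.00019). The scaled effect was -1 (standard error 0.184, 3 lines) for B6, 0.872 (standard error 0.165, 4 lines) for PWK and 0.737 (standard error 0.220, 2 lines) for CAST. The isoform ENSMUST00000034902 took 72.1% ± 3.97 (SD, n = 3 lines) of Gsta2 expression in the B6-carrying lines and 97.4% ± 1.72 (SD, n = 6 lines) in the CAST- or PWK-carrying lines. The difference of 25.3 percentage points had an exact permutation p of 0.0119 (two-sided), the smallest that 84 arrangements of 3 lines against 6 can give. Here too the founders were chosen for their different effects in the same mice, so the p is not an independent test. The shares are of annotated isoforms, which by the paper's account leave part of the PWK and CAST reads unexplained. Whether strain differences from the reference contribute to the difference in isoform ratio was not tested. In single lines the share was 73.1% ± 2.08 (SD, n = 3 mice) in IL-611, 67.8% ± 2.45 (SD, n = 2 mice) in IL-3575, 99.7% ± 0.0849 (SD, n = 2 mice) in IL-1513 and 97.8% ± 0.141 (SD, n = 2 mice) in IL-2680. Among the 4 lines with the 129S1 haplotype, IL-2750 lay apart, at 94.9% ± 1.73 (SD, n = 3 mice) against 71.2% to 74.7% in the other 3 lines.

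**Figure D2:**
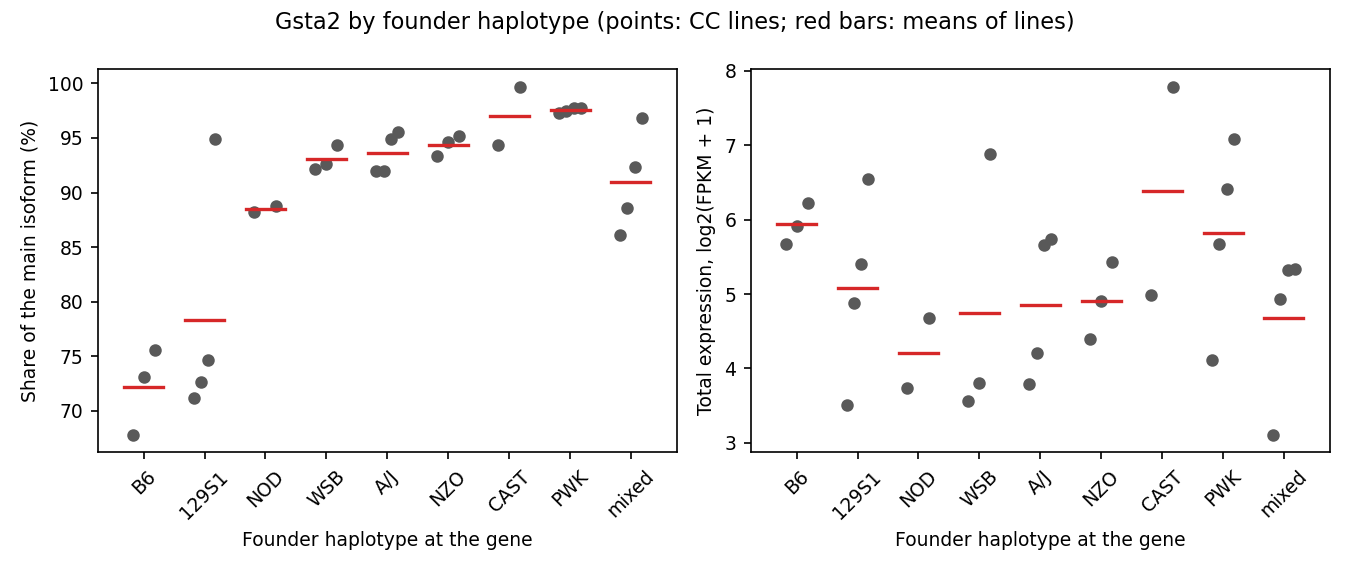
Gsta2 in the 29 CC lines by the founder haplotype at its isoform-ratio eQTL. The axis label names the gene, but the haplotype is that at the eQTL. The left panel plots the share of isoform ENSMUST00000034902 in percent and the right panel the total expression as log2(FPKM + 1). Each point is a line (mean of its 1 to 3 mice) and red bars are means of lines. The 3 B6-carrying lines lie below the CAST- and PWK-carrying lines on the left and among them on the right.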

Relying on the observation that the founder effect of the B6 line differs substantially from the PWK and CAST lines (Figure 2A, right), we focused on two B6-carrying CC lines (IL-611 and IL-3575), one CAST-carrying line (IL-1513) and one PWK-carrying line (IL-2680; Figure 2C). 

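The annotation has 3 protein-coding Gsta2 isoforms with different 5′ ends. ENSMUST00000034902 starts at 78194965, ENSMUST00000129247 at 78194975 and ENSMUST00000125479 at 78203595, the most upstream start on the minus strand of chromosome 9. ENSMUST00000129247 and ENSMUST00000125479 share an exon of 111 bases, from 78190294 to 78190404, that ENSMUST00000034902 lacks. ENSMUST00000129247 took 19.4% ± 4.18 (SD, n = 3 lines) of Gsta2 expression in the B6-carrying lines and 1.08% ± 0.6005 (SD, n = 6 lines) in the CAST- or PWK-carrying lines. ENSMUST00000125479 took 8.47% ± 0.771 (SD, n = 3 lines) and 1.53% ± 1.70 (SD, n = 6 lines). Both differences had an exact permutation p of 0.0119 (two-sided). In the lines of Fig. 2C, ENSMUST00000125479, with the most upstream start, took 7.66% in IL-611 and 8.565% in IL-3575. It took 0.115% in IL-1513 and 0.72% in IL-2680. Some lines with haplotypes other than B6, CAST and PWK also had it. It took 8.875% in IL-219 (2 mice, 129S1), 7.84% in IL-4141 (1 mouse, WSB) and 7.27% in IL-72 (2 mice, NOD). Its highest share, 13.2%, was in IL-3438 (2 mice, mixed haplotype), where Gsta2 was expressed at 7.67 FPKM. The shares in IL-219, IL-4141, IL-72 and IL-3438 rest on few fragments, between 7.46 in a mouse of IL-72 and 50.8 in a mouse of IL-219. In the single mouse of IL-2693 (129S1) this isoform took 7.46% and rested on 126.2 fragments. That is more than in any mouse of the B6-carrying lines, where the highest was 115.2 in IL-611. The CAST-carrying line IL-521 had 4.755% (2 mice). ENSMUST00000129247, whose start lies beside that of ENSMUST00000034902, took 19.9% in IL-219 and 22.7% in IL-519 (2 mice, 129S1).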

We observed alternative 5′ start sites in which only the B6-carrying individuals have alternative upstream start sites. This could not be ascribed merely to the higher overall expression of *Gsta2* in the B6-carrying individuals, since the coverage of reads (across all exons) is lower in B6-carrying than in CAST/PWK-carrying individuals. 

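Total expression of Gsta2 was compared on the log2(FPKM + 1) scale. In the 4 lines of Fig. 2C it was 60.6 ± 16.3 FPKM (SD, n = 3 mice) in IL-611 and 51.5 ± 16.6 FPKM (SD, n = 2 mice) in IL-3575, against 219.7 ± 15.3 FPKM (SD, n = 2 mice) in IL-1513 and 84.5 ± 5.53 FPKM (SD, n = 2 mice) in IL-2680. The log2 difference between these pairs of lines was 1.31 (exact permutation test, two-sided, p = 0.333, the smallest 2 lines against 2 can give). Over all lines with these haplotypes the means were 5.94 ± 0.28 (SD, n = 3 lines) with B6 and 6.01 ± 1.36 (SD, n = 6 lines) with CAST or PWK, a difference of 0.07 (exact permutation test, two-sided, p = 0.964). Expression in the CAST- and PWK-carrying lines spanned both sides of the B6-carrying lines, from 19.3 FPKM in IL-2156 to the value of IL-1513.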

The difference between the haplotypes can be attributed to an alternative location of the 5′ start site, or alternatively, to a haplotype-specific 5′–3′ RNA degradation. Previously annotated isoforms do not fully explain the observed reads in the PWK and CAST CC lines.

**Figure 2:**
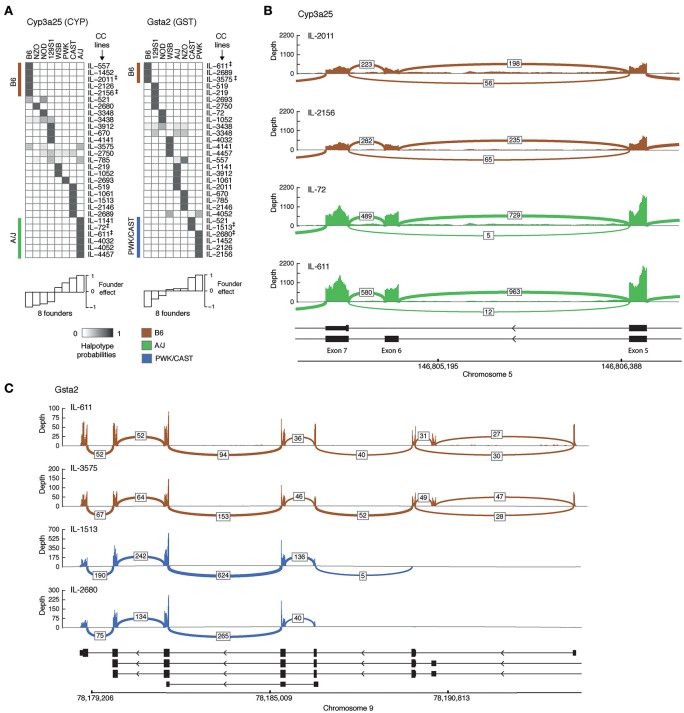
**Genetic variation in alternative splicing of drug disposition enzymes. (A)** Haplotype probabilities of the eight founder lines (columns) in 29 CC lines (rows), calculated in the isoform-ratio eQTLs of two drug disposition genes, *Cyp3a25* (left) and *Gsta2* (right). The gray scale indicates haplotype probabilities, ranging between zero (white) and 1 (dark gray). The calculated effect of each founder is shown in white bars (bottom). Groups of CC lines with the largest (positive and negative) founder effect of their haplotype are marked in brown and green (B6- and A/J-carrying lines; *Cyp3a25*) or brown and blue (B6- and CAST/PWK-carrying lines; *Gsta2*). Double daggers indicate two representative CC lines in each of these groups, which were used for displaying the raw sequencing reads in plots **(B,C)**. **(B,C)** Raw reads of selected strains for the genes Cyp3a25 and Gsta2. The read‘s coverage over exon is displayed as bar graph, and the number of reads across splice junctions (junction depth) are displayed by arcs. Arcs with junction depth < 5 were omitted. The known isoforms are indicated in black (bottom). **(B)** The *Cyp3a25* locus, focusing on exons 5, 6, and 7 in CC individuals that carry the B6 haplotype (brown) and the A/J haplotype (green) in the associated eQTL. **(C)** Entire *Gsta2* locus (excluding exon 1 of the longest isoform) in CC individuals that carry the B6 haplotype (brown) and the PWK or CAST haplotype (blue) in the associated locus. B6, C57BL/6J; 129S, 129S1/SvIm; NOD, NOD/ShiLtJ; WSB, WSB/EiJ; NZO, NZO/HILtJ; CAST, CAST/EiJ; PWK, PWK/PhJ.

### Substantial transcriptional diversity in the crosstalk between drug metabolism and lipids metabolism

We next analyzed regulatory programs of ligand-activated transcription factors called nuclear receptors (NRs). NRs were selected not only because they play a major role in transcription regulation, but also since many DMEs and DTPs are induced by their own substrates through the activity of NRs. Chemical signals (ligands) of NRs consist of exogenous drugs and xenobiotics, as well as endogenous small molecules such as steroid hormones and cholesterol (e.g., Evans and Mangelsdorf, 2014). Using the extensive mapping of regulatory programs within the curated IPA, we identified seven different NRs (or receptor complexes) whose targets are enriched among the 608 associated traits (Figure 3). Specifically, we found enrichment of targets in xenobiotics- and drug-activated NRs, including the xenobiotics sensor PXR—with or without its heterodimerization partner RXRα (*P* < 0.0024, 0.0158, respectively; hyper-geometric test)—and the xenobiotics sensor CAR as an heterodimer with RXRα (*P* < 0.0165). We also found that the hepatic eQTL targets were enriched with known targets of RORα, RORγ, and PPARα, three NRs that are activated by cholesterol and fatty acid ligands (*P* < 0.0012, 0.0012, 0.0081, respectively).

**Figure 3:**
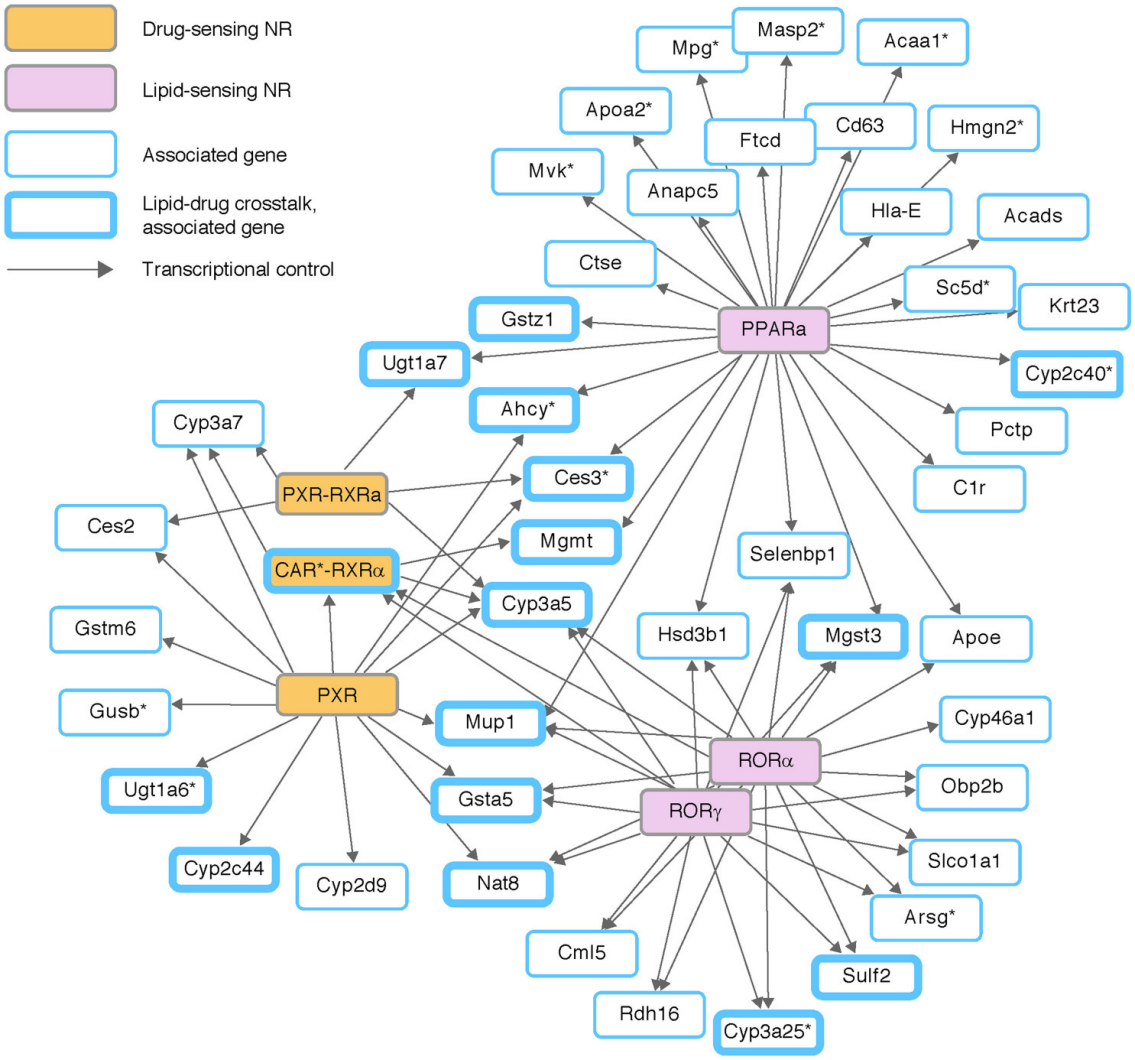
**Genetic variation in the crosstalk between drug and lipid metabolism**. Three chemical and drug-sensing nuclear receptors (NRs; orange nodes) and three lipid-sensing NRs (pink nodes), shown together with their transcriptional regulation (edges) on eQTL-associated target genes (blue-border nodes). Targets in the crosstalk between drug and lipids metabolism (either based on prior knowledge or based on the transcriptional control in this network) are drawn with thickened border. Out of 46 NR-dependent eQTL targets, 16 targets are involved in the lipid-drug crosstalk.

The map of NR-dependent eQTL targets shows a clear overlap between targets of xenobiotics-sensitive regulators and targets of lipid-sensitive regulators (Figure 3). Specifically, six of 16 genes that are regulated by xenobiotics sensors (PXR and CAR) are also regulated by lipid sensors (RORα, RORγ, and PPARα). 

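Sulf2 (chromosome 2, 165898589 to 165981163) was expressed at a low level, 4.82 ± 1.93 FPKM (SD, n = 29 lines), with an SD within lines of 0.810 and an intraclass correlation of 0.812. Gstz1 (chromosome 12, 88488668 to 88505673) was expressed at 368 ± 69.8 FPKM (SD, n = 29 lines), with an SD within lines of 34.9 and an intraclass correlation of 0.576. The line means of Gstz1 ranged from 204 ± 7.81 FPKM (SD, n = 3 mice) in IL-785 to 536 FPKM in the single mouse of IL-2126. Both traits differed among lines (one-sided permutation tests, adjusted p = 1.87e-05 for Sulf2 and 0.000949 for Gstz1 over the 45 traits of Table 1).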

A close examination of the map showed that the overlap between lipid metabolism and drug metabolism is even more prominent: the known DME genes *Sulf2, Cyp3a25, Cyp2c40, Gstz1*, and *Mgst3* are targeted by lipid-sensing nuclear receptors; similarly, two genes that are controlled by xenobiotics-activated receptor are well-established lipid metabolizing enzymes (*Ugt1a6* and *Cyp2c44*).

These results are consistent with known biochemical reactions that may act on unrelated compounds. For example, Cyp3a16 has a role in degradation of steroids, in addition to its role in oxidation of a variety of drugs, including tamoxifen, paclitaxel, haloperidol and tretinoin; similarly, Ugt1a6b participates in hepatic degradation of C_18_-steroids and also in conjugation of levothyroxine, nicotine and irinotecan (Figure 1A). Furthermore, our analysis is consistent with previous reports, both in human and mouse, where disordered lipid metabolism has an effect on clinical drug disposition and the other way around. 

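Cyp3a16 (ENSMUSG00000038656, chromosome 5, 146197178 to 146230592) was at 0 FPKM in both mice of IL-2011 and reached 40.6 ± 4.72 FPKM (SD, n = 2 mice) in IL-219, with an intraclass correlation of 0.784 (one-sided permutation test, adjusted p = 4.82e-05 over the 45 traits of Table 1). Ugt1a6b ranged from 16.2 FPKM in the single mouse of IL-4141 to 86.6 ± 5.47 FPKM (SD, n = 2 mice) in IL-2680.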

For example, non-alcoholic fatty liver disease (NAFLD) patients exhibit altered metabolism of drugs (Buechler and Weiss, 2011), and DTPs are down-regulated in non-alcoholic steatohepatitis (NASH) subjects (Lake et al., 2011). Furthermore, several genetic modifiers of NAFLD and NASH have a documented effect on the efficacy of drugs (reviewed in Naik et al., 2013). Our results in the CC panel demonstrate the prevalence of genetic variation acting on the lipid-drug crosstalk. CC mice can therefore be used to investigate the relationships between these factors and their roles in the interaction between lipid metabolism and metabolism of drugs and xenobiotics.

## Discussion

A central challenge in pharmaceutical research has been to investigate genetic variation in response to drugs, chemicals and xenobiotics. The panel of CC lines is a promising model for pharmacogenomic studies because of the large amount of genetic variation and the ability to investigate the molecular response to drugs within specialized internal tissues. However, the effect of genetic variation on drug disposition enzymes remain to be elucidated. Here we defined the diversity and complexity of genetic variation on the expression of drug disposition genes across the CC lines. Our results indicate a previously unknown overrepresentation of hepatic drug disposition genes that are affected by proximal regulatory variation (*P* < 0.03; Table 1). Further inspection showed the complexity of inter-relationships between regulatory variants, highlighting various potential interactions between drugs due to shared eQTLs (Figures 1–3). This analysis, therefore, provides an informative view to guide future pharmacogenetics and mechanistic studies across the CC strains. For example, we found a significant effect of lipid metabolism on pharmacokinetic parameters (Figure 3). This suggests that the CC mice are a suitable model for studying the lipid-drug crosstalk in human metabolic disorders.

Measuring toxicity and adverse effects across a large population of genetically distinct individuals is costly. Our analysis offers a potential strategy for selecting a subset of CC lines (designed for a specific drug) that can be used in pharmacogenomic studies. In particular, a given drug corresponds to a group of eQTL targets that play a role in deposition of the drug (e.g., six DMEs in the irinotecan pathway; Figure 1B). The transcription profiles of CC lines across the genes in this group may point to a small subset of non-redundant CC lines (e.g., for the irinotecan pathway, a single CC line from each of the eight groups in Figure S7). In subsequent pharmacogenetic studies of this drug, only this subset of CC lines is analyzed. This strategy is in contrast to the standard approach of choosing the lines according to genotyping. The two selection methods complement each other, but the expression-based approach may reveal, in addition, the functional effects of candidate genomic loci.

Although it is not yet known whether the selection of CC mice based on proximal eQTLs reflects drug toxicity and adverse effects *in vivo*, it provides a plausible strategy of a rationalized selection of strains that (i) relies on variation in transcript isoforms in addition to the overall expression of genes; (ii) is tailored to each specific drug; and (iii) allows selection of additional CC mice not included in the reference database (e.g., using the inferred trait levels based on the optimized parameters in Equation 1). Future studies should determine whether an expression-based CC selection strategy is predictive of drug toxicity and adverse outcome. A more complete approach will require integration with additional genomic data, including proteomics, *trans*-acting polymorphic loci, and epigenetic data.

## Author contributions

All authors listed, have made substantial, direct and intellectual contribution to the work, and approved it for publication.

## Funding

This work was supported by the European Commission [FP7/2007-2013, under grant agreement no. 262055 (ESGI)], by the Israeli Centers of Research Excellence (I-CORE): Center No. 41/11, by the Broad-ISF grant 1168/14, and by the Wellcome Trust grants 090532/Z/09/Z, 085906/Z/08/Z, 083573/Z/07/Z, and 075491/Z/04. Research in the IG lab was supported by the European Research Council (637885), and by the Israeli Science Foundation (ISF) grant 1643/13. YS was partially supported by the Edmond J. Safra Center for Bioinformatics at Tel Aviv University IG is a Faculty Fellow of the Edmond J. Safra Center for Bioinformatics at Tel Aviv University and an Alon Fellow. RS was supported in part by the Raymond and Beverly Sackler Chair in Bioinformatics.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Dissecting the Effect of Genetic Variation on the Hepatic Expression of Drug Disposition Genes across the Collaborative Cross Mouse Strains
**Source:** Front Genet. 2016 Oct 5;7:172. doi: 10.3389/fgene.2016.00172
**Supplement:** Supplementary file 1

## ***Supplementary Material:***

### **Dissecting the effect of genetic variation on the hepatic expression of drug disposition genes across the collaborative cross mouse strains**

**Aharon Nachshon<sup>1</sup>, Hanifa J. Abu-Toamih Atamni<sup>2</sup>, Yael Stauerman<sup>1</sup>, Roa'a Sheikh-Hamed<sup>2</sup>, Alexandra Dorman<sup>2</sup>, Richard Mott<sup>3</sup>, Juliane C. Dohm<sup>4,5,6</sup>, Hans Lehrach<sup>7</sup>, Marc Sultan<sup>7</sup>, Ron Shamir<sup>8</sup>, Sascha Sauer<sup>7,9,10</sup>, Heinz Himmelbauer<sup>4,5,6</sup>, Fuad A. Iraqi<sup>2\*†</sup>, Irit Gat-Viks<sup>1\*†</sup>**

<sup>1</sup>Department of Cell Research and Immunology, Faculty of Life Sciences, Tel-Aviv University, 69978 Israel. <sup>2</sup>Department of Clinical Microbiology and Immunology, Sackler Faculty of Medicine, 69978 Tel-Aviv University, Israel. <sup>3</sup>Genetics Institute, University College of London, London, UK. <sup>4</sup>Center for Genomic Regulation, C/ Dr. Aiguader, 88, 08003 Barcelona, Spain. <sup>5</sup>Universitat Pompeu Fabra (UPF), C/ Dr. Aiguader, 88, 08003 Barcelona, Spain. <sup>6</sup>Department of Biotechnology, University of Natural Resources and Life Sciences Vienna (BOKU), Muthgasse 18, 1190 Vienna, Austria. <sup>7</sup>Department of Vertebrate Genomics, Max Planck Institute for Molecular Genetics, Ihnestr. 63–73, 14195 Berlin, Germany. <sup>8</sup>The Blavatnik School of Computer Science, Tel Aviv University, 69978 Tel Aviv, Israel. <sup>9</sup>CU Systems Medicine, University of Würzburg, 97080 Würzburg, Germany. <sup>10</sup>Current address: BIMS and BIH Genomics Platforms, Laboratory of Functional Genomics, Nutrigenomics and Systems Biology, Max-Delbrück-Center for Molecular Medicine, Robert-Rössle-Straße 10, 13125 Berlin, Germany.

† These authors contributed equally to this work

# SUPPLEMENTARY TABLES AND FIGURES

## 1. Figures

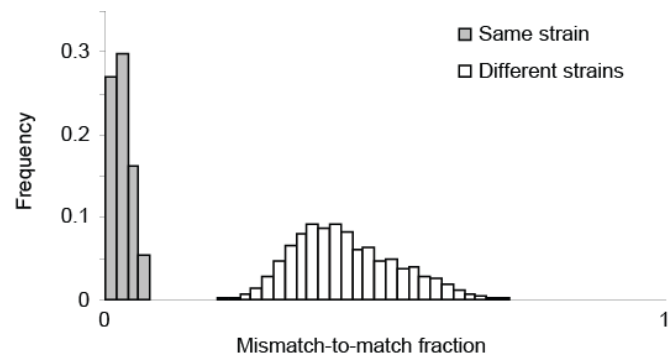

**Figure S1: Validation of genotyping data.** The quality of genotyping was assessed using comparison between a standard array-based genotyping versus an RNA-Seq-based genotyping. Differences between the inferred genotypes (genotyping array against RNA-Seq-based genotyping) were assessed using the 'mismatch-to-match fraction' metric - defined as the fraction of mismatches to matches across all SNPs located in transcribed regions. The plot presents the distribution of mismatch-to-match fraction when using the *same* strain (gray), as well as the distribution of mismatch-to-match fraction when using one strain for the RNA-Seq-based genotyping and *another* strain for the array-based genotyping (white). The results indicate that the genotyping arrays are highly accurate (that is, low values of mismatch-to-match fraction when using the same strain).

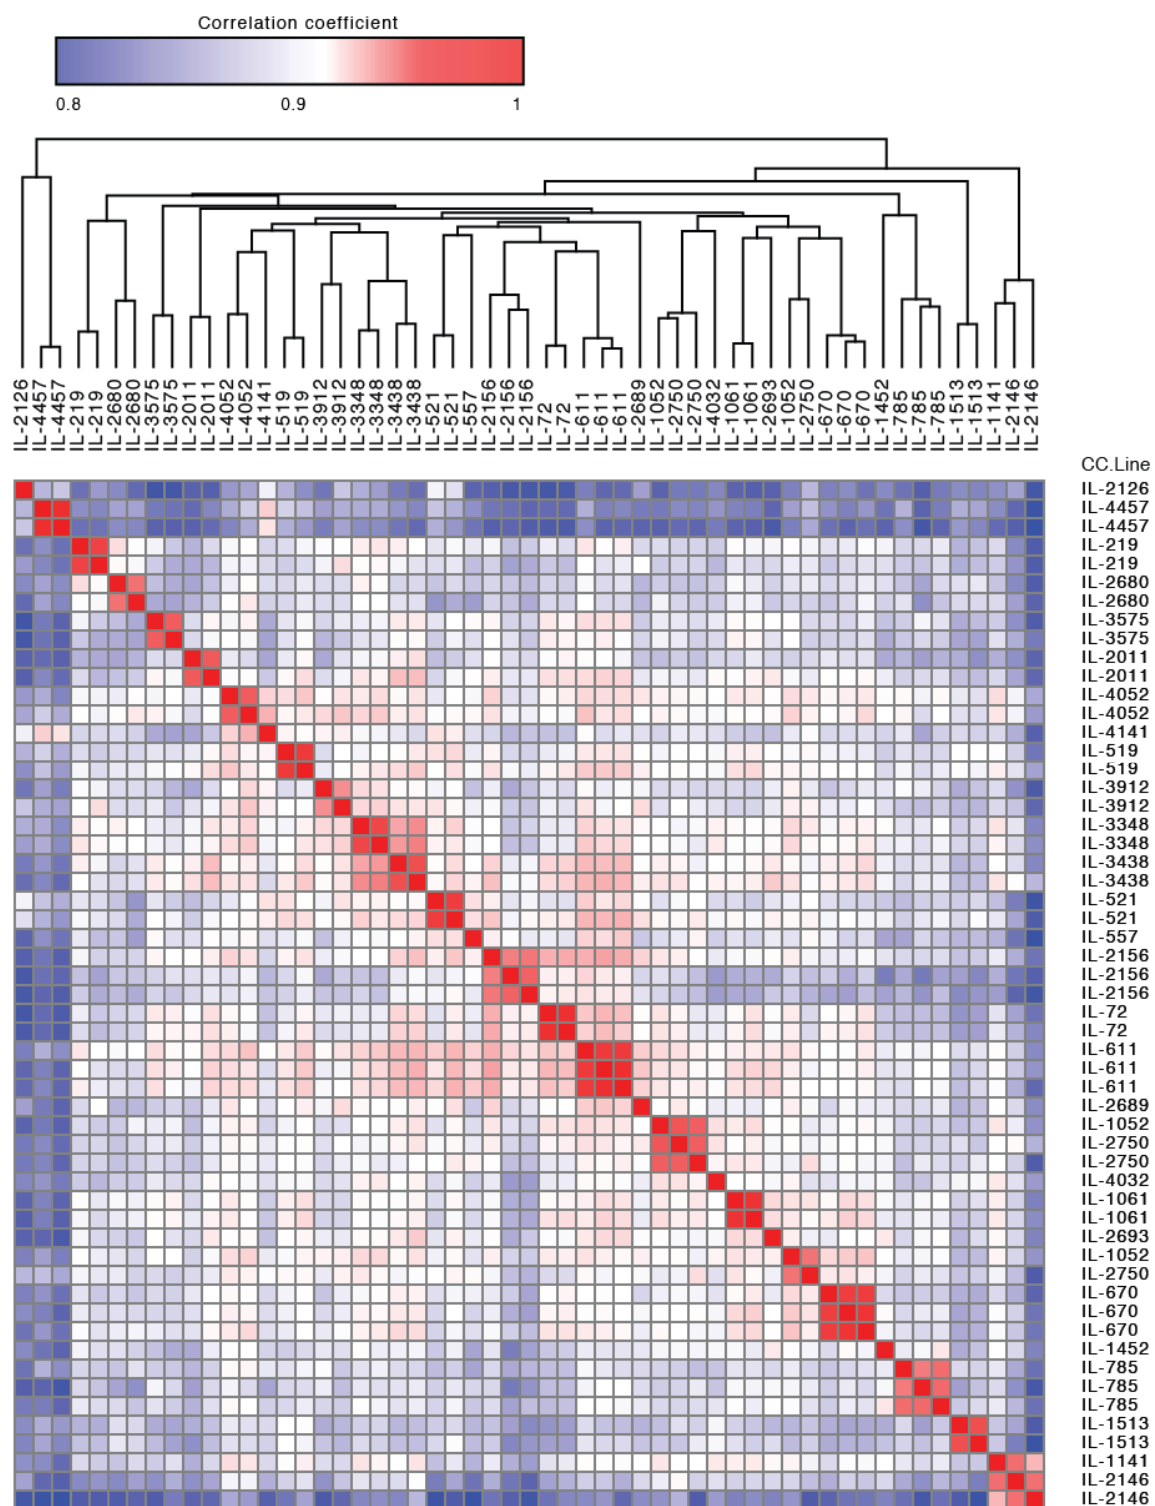

**Figure S2. Global analysis of total-expression traits.** Clustered correlation matrix of all CC individuals. The Spearman correlation coefficients (red blue color bar) was calculated using the total-expression values.

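In the correlation matrix of total-expression values, pairs of line mates ranged from 0.906 to 0.990 and pairs of different lines from 0.791 to 0.972. Of the 5 mice whose most correlated mouse was of another line, 4 belonged to IL-1052 and IL-2750. Mouse 4302 of IL-1052 was most correlated with mouse 4429 of IL-2750 (0.972), and with its labelled line mate 4303 at 0.913. Mouse 4303 of IL-1052 was most correlated with mouse 4430 of IL-2750 (0.955), and mouse 4430 with its closest labelled line mate at 0.924. The remaining mouse was 4415 of IL-2146, whose correlation with mouse 4305 of IL-1141 (0.960) was slightly above that with its line mate (0.956).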

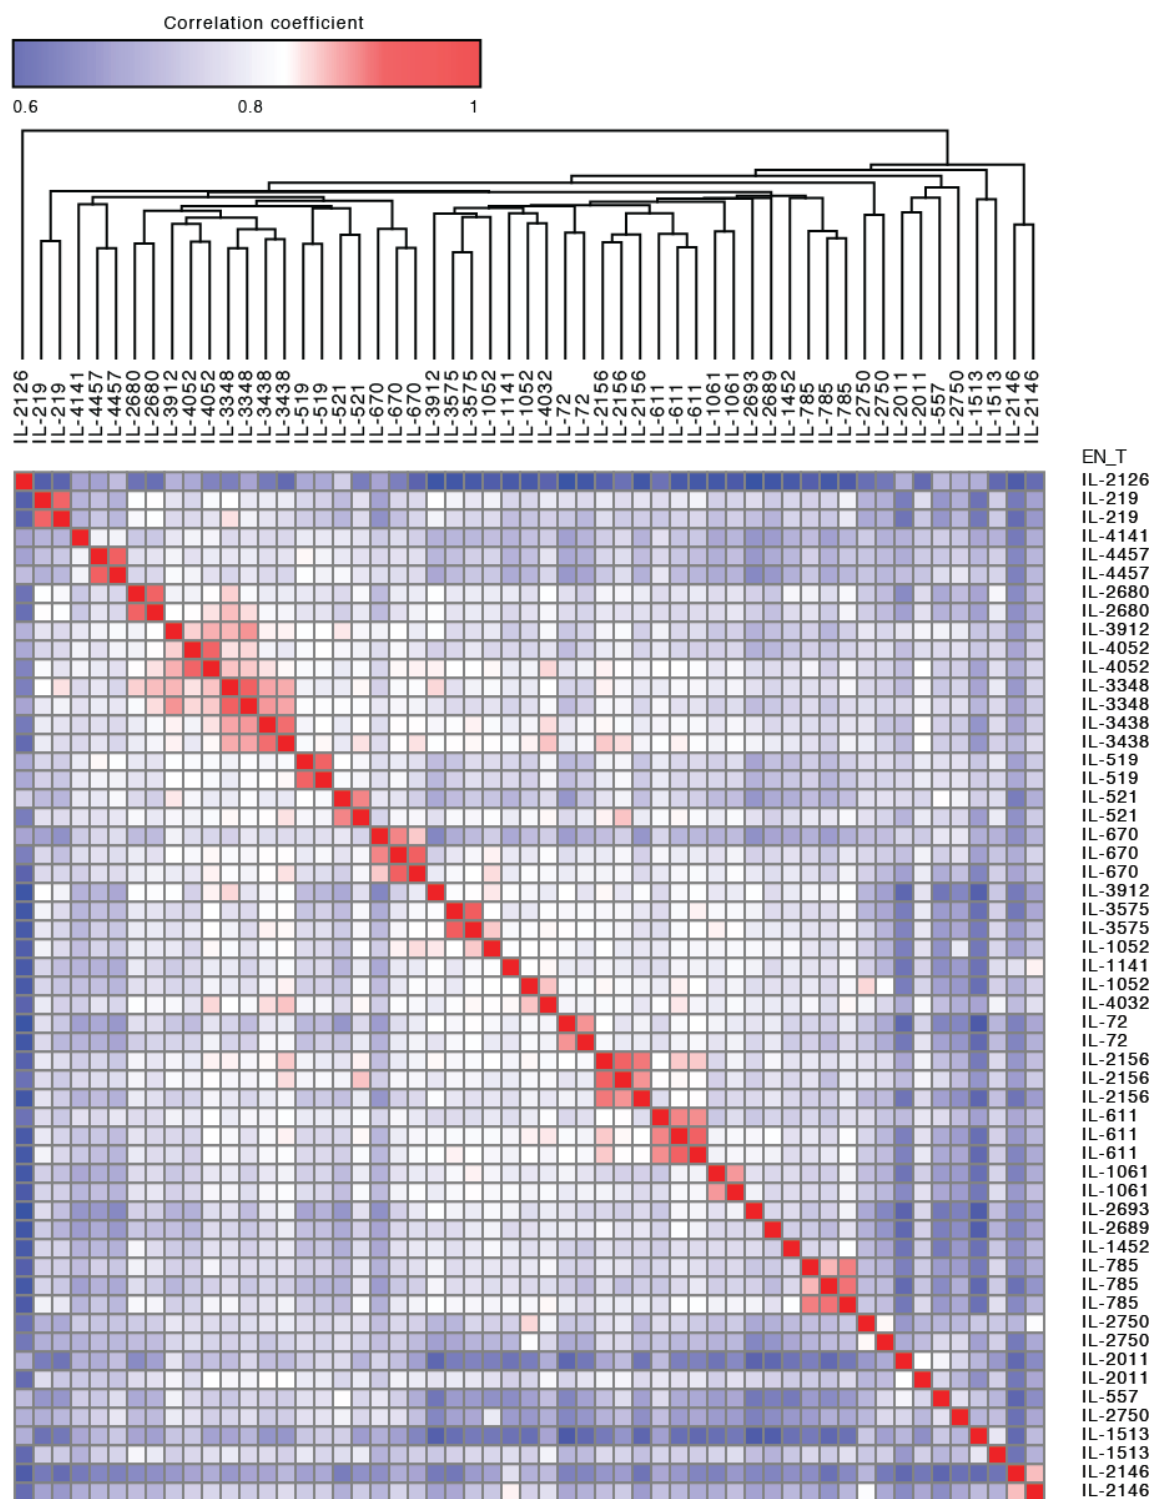

**Figure S3. Global analysis of isoform-ratio traits.** Clustered correlation matrix of all CC individuals. The Spearman correlation coefficients (red blue color bar) was calculated using the isoform-ratio values.

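For isoform ratios, pairs of line mates ranged from 0.780 to 0.870 and pairs of different lines from 0.658 to 0.853. The lowest pair of line mates was formed by mice 4429 and 4430 of IL-2750. Besides 2 mice each of IL-1052, IL-2750 and IL-3912, 1 mouse of IL-1513 and 1 of IL-2011 were most correlated with a mouse of another line. The highest correlation between lines, 0.853, was between mouse 4244 of IL-3912 and mouse 4241 of IL-3348.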

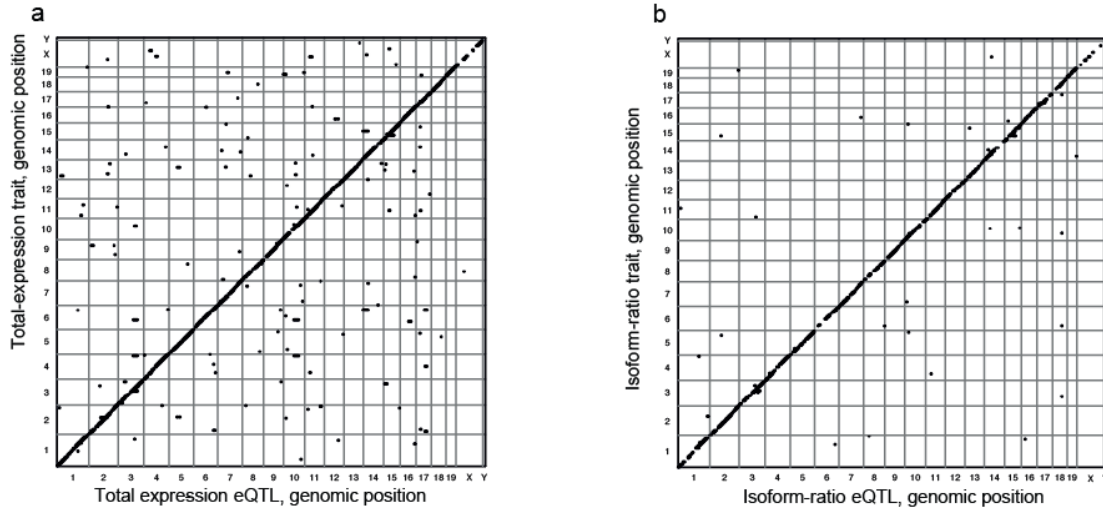

**Figure S4: Genome-genome plots of total-expression eQTLs and isoform-ratio eQTLs.** Shown are eQTL maps of a genome-wide eQTL analysis that was applied on the entire genome (without limitation to 5 Mbp), using an FDR cutoff of 0.1, for both total-expression traits (**a**) and isoform-ratio traits (**b**). In these eQTL maps, each point indicates the genomic position of the best-scoring variant (x-axis) and the position of its associated target (y-axis). We note that vertical bands in this map are typically induced by technical confounding factors (rather than by a regulatory hotspot, as demonstrated by Kang et al., 2008). Plots (**a**) and (**b**) demonstrate the absence of such vertical bands, providing an evidence for the validity of our results.

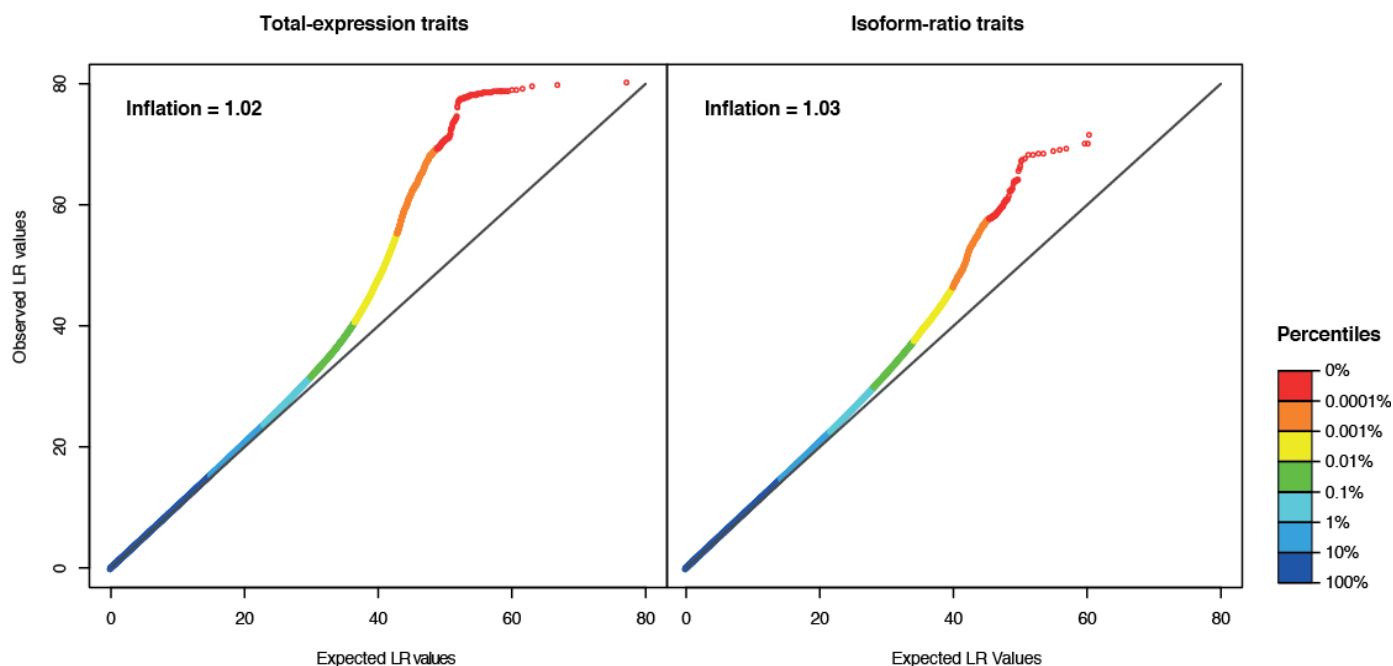

**Figure S5: Quantile-quantile (QQ) plots of total-expression and isoform-ratio traits.** The QQ plots present the null distribution of LR values ( $x$ -axis) compared to the distribution of observed LR values ( $y$ -axis). Results are shown across all total-expression traits or isoform-ratio traits (left and right, respectively) and across all SNPs. In both cases the inflation factor (the ratio of the median of the observed distribution to the median of the expected distribution) is smaller than 1.03, indicating that the identified eQTLs in this study are not due to confounding effects. Traits are color coded according to the percentile of their observed LR values.

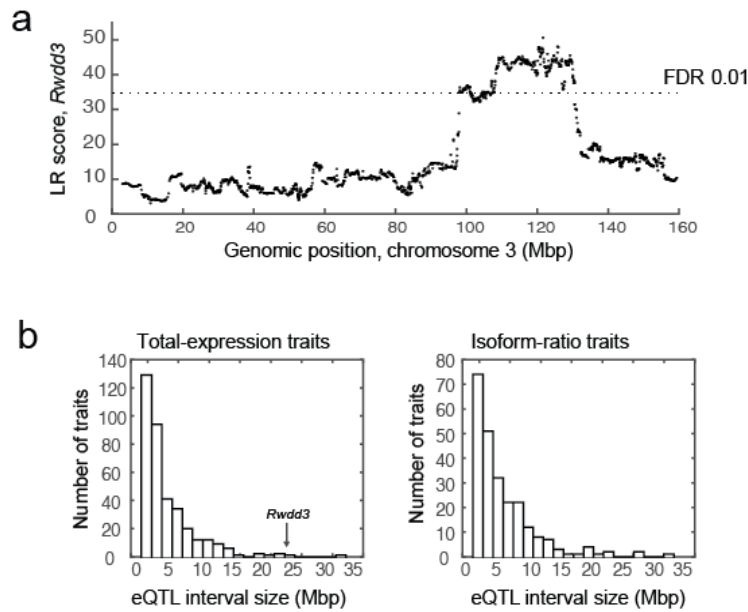

**Figure S6: Imprecision of association.** For each trait, its 'eQTL interval size' is the length of the proximal genome region that attained association scores exceeding an FDR of 0.01. **(a)** A representative example of a significant eQTL interval. Shown are the association scores (LR values; y-axis) across genomic positions in chromosome 3 (x-axis) for the total-expression of *Rwdd3*. The plot clearly demonstrates the large eQTL interval of *Rwdd3* (23.6 Mbp, between chr3:106,932,696 and chr3:130,535,749.5). **(b)** The distribution of eQTL interval sizes across the 365 total-expression traits (left) and the 243 isoform-ratio traits (right). The eQTL interval size of *Rwdd3* is marked with an arrow.

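Rwdd3 (ENSMUSG00000028133) lies on chromosome 3 from 120858318 to 120874613. Its total expression was low, 4.81 ± 2.42 FPKM (SD, n = 29 lines), with an SD within lines of 1.35. Line means ranged from 2.08 ± 0.0212 FPKM (SD, n = 2 mice) in IL-1513 to 13.3 FPKM in the single mouse of IL-557, with an intraclass correlation of 0.616 (one-sided permutation test, p = 0.00024).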

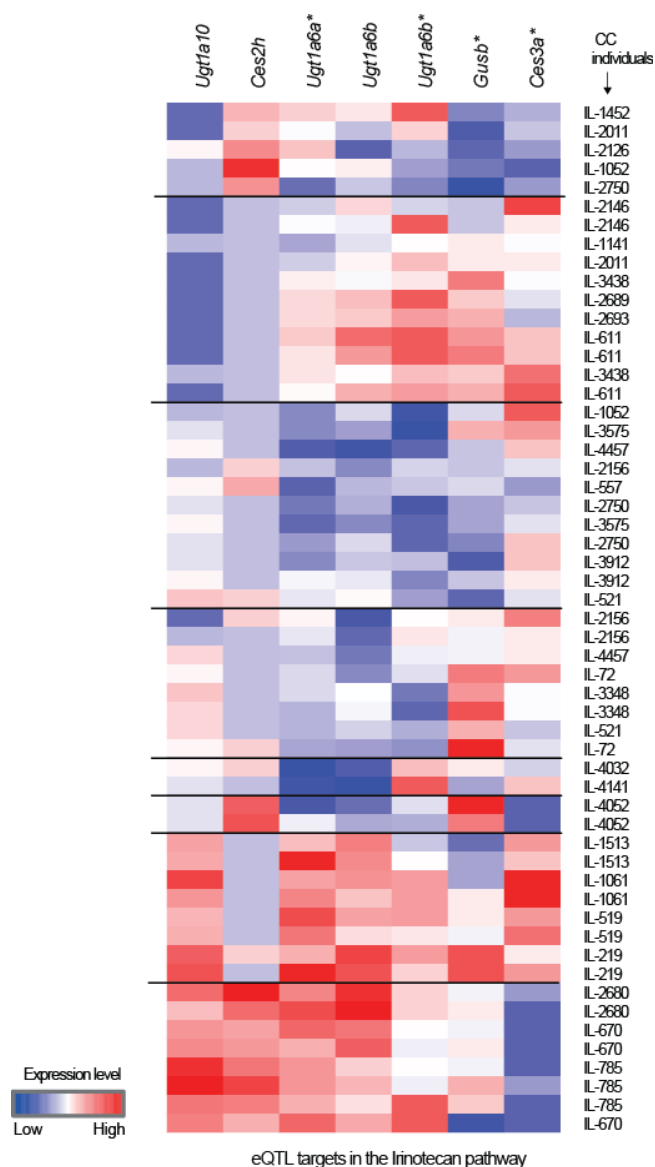

**Figure S7. Expression profiles of CC mice across DMEs with proximal eQTLs in the Irinotecan pathway.** The matrix presents the expression level of eQTL-associated traits within the Irinotecan pathway (columns) across different CC individuals (rows). High and low expression levels are in red and blue, respectively. Shown are three total-expression traits (*Ces2h*, *Ugt1a10* and *Ugt1a6b*) and four isoform-ratio traits (*Ces3a*, *Ugt1a6a*, *Gusb* and *Ugt1a6b*; indicated with asterisks). Each individual is annotated with the identifier of its CC strain. The clustering of the rows into eight groups is indicated as vertical lines.

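Over the 7 traits, converted to van der Waerden scores, the distance between mice of the same line was 1.68 ± 0.681 (SD, 31 pairs) and that between mice of different lines 3.28, a difference of 1.597 (two-sided permutation test with 100000 permutations of the line labels, p = 1e-05, the smallest they can give). Only 22 of the 47 mice with a line mate had a line mate as the nearest mouse, fewer than over all traits. With standardized values in place of scores the difference was 2.05. The 7 traits were selected in the same mice for associations with the haplotypes of the lines, so a similarity of line mates follows in part from that selection.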

## 2. Tables

**Table S1. 

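Table S1 gives an age for each mouse, and 9 of the 55 mice were older than 10 weeks. The estimated fragments of each mouse were the only measure of depth used here.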

Liver samples.** For each individual mouse (column 1), the table presents the CC line (column 2), age (weeks, column 3) and weight (gr; column 4).

**Table S2. The computational analysis pipeline.** For each step of the analysis (column 1), reported is the software name (column 2), its reference (column 3) and additional links (column 4).

**Table S3. Predicted total-expression eQTLs in liver.** For each total-expression trait (symbols; column 1), reported are the ensemble identifier (column 2), the genomic position of the trait (column 3), and the genomic position of its top ranking proximal total-expression eQTL (column 4). Column 5 indicates whether the gene is also significantly associated with an isoform-ratio eQTL, as detailed in **Table S4**.

**Table S4. Predicted isoform-ratio eQTLs in liver.** Shown are 243 gene symbols (column 1), their ensemble identifiers (column 2), genomic positions (column 3), and the genomic positions of their top ranking proximal isoform-ratio eQTLs (column 4). Column 5 indicates whether the gene is also significantly associated with a total-expression eQTL, as detailed in **Table S3**.

**Table S5. The connectivity of drugs to eQTLs through drug disposition enzymes.** For each drug (column 1), reported are the relevant drug disposition processes (column 2). For each such process, reported are the eQTL-associated genes that are involved in the process, either based on a direct evidence regarding the gene (column 3), or an evidence regarding the EC number of a gene (column 4).

**Table S6. A summary of the eQTL-drug map.** For each drug (column 1), the table presents the relevant eQTL-associated drug disposition genes (columns 2,3) and the number of underlying eQTLs (column 4). The annotation of enzymes is either based on direct evidence on particular enzymes (column 2) or based on information about EC numbers (column 3). The total number of different enzyme classes is indicated in column 5 (including both direct and indirect evidence). Abbreviations: CYPs, Cytochromes P450; CES, Carboxyl esterase; UGTs, UDP-glucuronosyl transferases; GSTs, Glutathione S-transferases (see **Table 1** for details).

How the deposited data were processed for this re-analysis (not part of the article)

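Livers of 55 mice of 29 CC lines were analysed, with each mouse assigned to its line by its label. The labels name no sequencing or library batch, so no result was recomputed within batches, and the depth of each mouse was the only technical measure used.

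The authors aligned paired-end reads of 50 bases to the mouse genome (NCBI build 37) with the Ensembl 67 annotation, using Bowtie 2 version 2.1.0, and quantified them with RSEM version 1.2.18. The deposited expected counts are the fragments that RSEM estimated for each gene and each isoform, without normalization and with fragments that match several places shared out. The deposited TPM were scaled by RSEM for effective length and to the same total in each mouse. The deposited FPKM were scaled by RSEM for effective length and for the fragments of the mouse. The deposited isoform ratios are in percent of a gene's expression. Reads and genotypes were not used here. The reference annotation used for exons, gene types and positions is on the same genome build, from Ensembl release 65.

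The depth was taken as the sum of the expected counts over genes, between 20.5 and 34.0 M fragments per mouse. Between 21.8% and 28.8% of the gene estimates of a mouse were not whole numbers. For an isoform ratio the precision rests on the fragments of the gene. Cyp3a25 had between 6327 and 90634 fragments per mouse, and Gsta2 between 123 and 5781, so that shares of a few percent of Gsta2 rest on few fragments in the mice with the lowest expression.

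The traits followed the paper's rules. A gene needed a maximum FPKM of at least 2, values were rounded to bins of the maximum divided by 200 with a floor of 0.5, and at least 12 levels were required. For isoform ratios the isoform with the most levels was taken. Van der Waerden scores of the rounded values were used for the intraclass correlations (one-way analysis of variance estimator) and for the founder effects.

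Pairs of mice were compared by Spearman correlation, with 100000 permutations of the line labels. The same number of permutations was used for the intraclass correlations and for the founder likelihood ratios, where haplotypes were permuted over lines. The founder model was fitted by maximum likelihood over a grid of 61 variance ratios. Haplotype groups were compared by exact permutation tests on line means, with log2(FPKM + 1) for total expression. The genes of Tables S3 and S4 were compared with 10000 random lists drawn within 20 classes of mean expression. Differences among lines gene by gene were tested with edgeR version 4.0.16 (TMM normalization, its default expression filter, quasi-likelihood F test) on expected counts rounded to whole numbers, in the 47 mice of the 21 lines with at least 2 mice. DESeq2 version 1.42.0 was used as an alternative. The threshold for adjusted p-values was 0.05, with the Benjamini-Hochberg method. The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3.

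The founder haplotypes of the lines at the isoform-ratio eQTLs of Cyp3a25 and Gsta2 were read by eye from Figure 2A. Lines with grey cells were left out of the founder model. The genes named in the text are those the paper names in its results or Table 1, with all isoforms of Cyp3a25 and Gsta2. For the closing observations, the 5 total-expression traits and the 5 isoform-ratio traits with the highest intraclass correlation outside Tables S3 and S4 were added, with marker genes of sex. The alternatives changed the unit, the expression filter, the isoform, the transformation, the normalization, the unit of comparison (line or mouse), the lines and the mice. The rule for naming genes and most of the alternatives and tests were set before the data were examined. The exchange of the labels of mice 4302 and 4430, 8 rules for keeping traits, and the tests of single lines at Cyp3a25 and Gsta2, of Xist, of pseudogenes in the highest 10% and of ribosomal protein genes were chosen afterwards.

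The intraclass correlation, the similarity of line mates, the founder effects, the random lists and the edgeR test were tested on simulated data. Traits simulated with intraclass correlations of 0, 0.3, 0.6 and 0.9 returned medians of -0.00784, 0.294, 0.595 and 0.899, and 9 of 200 traits without a line effect passed p under 0.05. At a set value of 0.3 only 83 of 200 traits passed, against 195 of 200 at 0.6. A trait near 0.3 that did not pass may therefore still differ among lines. The similarity test passed in 2 of 50 simulated sets without a line effect and in 50 of 50 with one. The founder test passed in 1 of 50 sets without and 48 of 50 with founder effects. Of 400 random lists without enrichment, 30 were called. In simulated counts with 200 changed genes, edgeR recovered 187, with 11 false calls among 198.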

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

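The tests of mouse labels and fragment numbers at Cyp3a25 and Gsta2, both tests of Xist and the test of pseudogenes in the highest 10% were chosen only after the result was seen.

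Within the haplotype groups of 4 to 6 lines, 3 of 14 groups had a line far from the others, where chance gives about 1 in 20. Among the lines with the 129S1 haplotype at the Gsta2 eQTL, IL-2750 had a main isoform share of 94.9%, against 71.2% to 74.7% in the other 3 lines. Placing mouse 4302 in IL-2750 in place of mouse 4430 left the line at 90.8%, so an exchange of these labels does not account for it. The haplotype was read by eye from Figure 2A for the Gsta2 eQTL, which Table 1 places outside the gene. Whether it holds for this line, and at the gene itself, was not tested. No biological explanation was tested.

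Among the A/J-carrying lines at Cyp3a25, IL-4052 had a main isoform share of 95.5%, against 98.4% to 99.0% in the other 5 lines. The low value came from mouse 4247, at 92.1%, while its line mate had 99.0%. Mouse 4247 was closer to its line mate than to any mouse of another line by 0.0400 in Spearman correlation over the Table S3 traits, and it had 19287 Cyp3a25 fragments, so neither a wrong label nor a low depth accounts for it. Among the CAST-carrying lines, IL-2146 had 93.6%, against 98.1% to 98.7% in the other 4 lines. Here mouse 4414 had 87.8% and its line mate 99.4%. Mouse 4414 had 58098 Cyp3a25 fragments. It was closer to its line mate than to the nearest mouse of another line by only 0.00228 over the same traits, a small margin. Whether line mates still carried different haplotypes at the gene was not tested, and no biological explanation was tested.

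Xist, which the paper does not report, reached 39.5 FPKM in mouse 4477 of IL-785. If female tissue had been mixed in, female-predominant liver genes would be raised and Y-linked genes lowered. Only 1 of 10 female-predominant genes was above every other mouse, and all 4 Y-linked genes tested were within the range of the other mice. For a second X chromosome, 1 of 4 X-linked genes that escape inactivation was above every other mouse, and the other 3 ranked 2, 3 and 5 among the 55 mice. The test asked for most of the 4 to exceed every other mouse, which they did not, but all 4 were among the 5 highest values of their gene, so a second X chromosome is not ruled out. Other explanations were not tested, and the source of the signal was not determined.

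Ctrb1, a gene of the pancreas, reached 227.5 FPKM in mouse 4297 of IL-3575, with a median of 0 over the mice. Of 9 pancreas marker genes, 8 had their highest FPKM in this mouse, and the other one, Amy2a5, was at 0 in every mouse. The second-highest FPKM of these 8 genes was in each case in mouse 4246 of IL-4052, at 15.8 FPKM for Ctrb1 and 8.71 FPKM for Cela2a. A candidate explanation is RNA from pancreas tissue taken with the liver, in mouse 4297 and to a smaller extent in mouse 4246. No biological explanation was tested.

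Outside Tables S3 and S4, the highest intraclass correlations of total expression were 0.986 for Gm5564, 0.978 for Glns-ps1, 0.975 for Gm8399, 0.971 for Rpl9-ps4 and 0.963 for Gm10031. All 5 are pseudogenes by annotation or symbol. Leaving out these 5 traits, 55 of the other 535 traits (10.3%) in the highest 10% outside the tables were pseudogenes, against 115 of 4868 (2.36%) in the rest (Fisher's exact test, two-sided, p = 1.89e-16, odds ratio 4.74). Reads shared with the parent genes, where strains differ in sequence, may therefore contribute to these values. The highest isoform ratios were 0.983 for Nlrp12, 0.896 for Rnf144b, 0.878 for Map1lc3a, 0.875 for Taf10 and 0.871 for the gene ENSMUSG00000028327. Over both kinds of trait, 9 of these 10 genes had a related gene by symbol or were pseudogenes, but 73.6% of the 5408 total-expression traits outside the tables met the same condition, so this count cannot separate the explanations. The paper's association test uses genotypes, which were not used here, so a high value does not show a proximal variant.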

How the results depend on the processing

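The exchange of the labels of mice 4302 and 4430 and 8 further rules for keeping traits were chosen only after the data were seen.

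Over the alternatives other than leaving out a mouse or line, 87 of the values that answer a comparison kept their direction and their side of the threshold or stayed within the allowed range. The same-line excess lay between 0.0221 and 0.0836 for total expression and between 0.0396 and 0.0635 for isoform ratios. Genes differing among lines lay between 10070 and 13589, and the median intraclass correlation between 0.703 and 0.779 for Table S3 and between 0.599 and 0.681 for Table S4. The log2 difference in Cyp3a25 total expression lay between 1.29 and 1.37 over the alternatives that kept all lines of the groups. With the representative lines of Fig. 2B and Fig. 2C, 2 lines against 2 cannot give an exact permutation p below 0.333. The differences were then 20.4 percentage points for the Cyp3a25 isoform ratio, 1.51 for its log2 total expression and 28.3 percentage points for the Gsta2 isoform ratio. The same limit holds for the irinotecan pathway with line means, where 6 traits separated the lines. In these 4 cases the number of lines sets the p.

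The difference in Gsta2 total expression changed sign with mice as units, to -0.12 (permutation test, two-sided, p = 0.859). The fits that each left out one line ranged from -0.28 to 0.45, with 4 of the 9 below 0. The cause was not tested. The sign of this difference is not determined by these lines.

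The number of isoform-ratio traits fell to 3702 with a mean FPKM of at least 5, and to 3996 when an FPKM of at least 2 was required in every mouse, both chosen after seeing the data. The cause was not tested. For Ephx2, named in Table 1, the intraclass correlation passed the threshold at 0.360 with untransformed values, 0.553 without IL-1052 and IL-2750, and 0.651 with the labels exchanged. The cause was not tested here either. The other 177 values of single traits kept their side of the threshold.

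Leaving out each mouse or line in turn gave 737 values on the same side, with the exception of Gsta2 total expression. For total expression the same-line excess ranged from 0.0750 to 0.0807, and for isoform ratios from 0.0435 to 0.0494. Mice closest to a line mate ranged from 40 to 43 and from 36 to 39. The kept traits ranged from 5832 to 5944 for total expression, from 6595 to 6646 for isoform ratios and from 3438 to 3519 for both. Genes differing among lines ranged from 12744 to 13635 over 31 distinct fits. Of these, 15 left out 1 mouse of a line of 3, and 16 left out a whole line of 2 mice, since a line with 1 mouse left was not used. The median intraclass correlation ranged from 0.707 to 0.746 for Table S3 and from 0.601 to 0.638 for Table S4. For Cyp3a25 the isoform difference ranged from 19.4 to 23.2, the log2 total difference from 1.07 to 1.51 and the founder likelihood ratio from 38.4 to 44.7. For Gsta2 the isoform difference ranged from 23.1 to 27.0 and the likelihood ratio from 33.5 to 48.2. The Table 1 traits that passed were 44 or 45, and the irinotecan distance excess ranged from 1.54 to 1.67.

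Depth limits the isoform ratios of genes with few fragments, as for Gsta2 with 123 fragments in mouse 4278 of IL-2156. No paired analysis was possible because the mice of different lines share no replicate pairs.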

Differences from the paper's values

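The added rules for keeping isoform-ratio traits were chosen only after the result was seen, and the comparisons with the paper involved no other such tests.

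The founder effect of WSB on the Gsta2 isoform ratio was -0.0164 (standard error 0.202), against the paper's value of about 0.1 in Fig. 2A, read by eye. The signs differ, although the difference is smaller than the standard error. Of the alternatives set before the data were examined, the ratio in percent gave 0.212, within the range of the paper's value, and a group of their own for lines with mixed haplotypes gave -0.0114, which still had the other sign. With the ratio in percent, the effects of NOD, A/J, NZO, CAST and PWK moved away from the values in Fig. 2A.

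By the paper's rules 6650 isoform-ratio traits were kept, against the paper's 4712, and both kinds of trait were kept for 3522 genes, against the paper's 3400. None of the settings tried gave the paper's numbers. The settings for isoform-ratio traits gave between 3702 and 7498 traits, including those chosen after seeing the values. With a maximum FPKM of at least 1, one of the alternatives set before the data were examined, the number was 7498.

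The paper's text names the carboxylesterase Ces3b among the genes that separate the 4 lines of the irinotecan pathway. The isoform-ratio trait that separated them belongs to Ces3a, which Table 1 and Figure S7 name. The paper's text also lists a line IL-4156 among the B6-carrying lines, and the labels hold IL-2156 in its place.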

Other observations

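The test of ribosomal protein genes was chosen only after the result was seen.

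Mice 4302 and 4303 are labelled IL-1052, and mice 4429, 4430 and 4431 are labelled IL-2750. Of the 10 ways to divide these 5 mice into 2 and 3, placing 4303 with 4430 gave the largest excess of correlation within groups, 0.145 over 364 traits of Table S3 (0.964 within and 0.819 between groups). The labelled division ranked 6 of 10, with -0.0311. Over the 243 traits of Table S4 the same division ranked first, with 0.223, and the labelled division ranked 5. The main isoform of Cyp3a25 took 76.0%, 76.0% and 74.0% in mice 4302, 4429 and 4431, and 98.6% and 98.3% in mice 4303 and 4430. The Gsta2 isoform ratio did not follow this division, at 82.6% in mouse 4302 and 93.1% in mouse 4429. With the labels of mice 4302 and 4430 exchanged, the same-line excess over all total-expression traits was 0.0821, against 0.0770 as labelled. The mice closest to a line mate then numbered 46, against 42. Over all isoform-ratio traits the exchange brought no gain, with an excess of 0.0463 against 0.0464 and 39 such mice in both. A candidate explanation is that the labels of these mice were exchanged. The traits of Tables S3 and S4 favour it, while all isoform-ratio traits together favour neither labelling. The Gsta2 isoform ratio does not follow it. Genotypes, which could test it, were not used here, and residual heterozygosity within the lines was not tested.

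Line mates were also more similar in depth, with a mean difference of 2.13 M fragments, against 3.796 M between lines. Against the 50 different-line pairs nearest in depth difference, the excess of same-line pairs was 0.0756 for total expression and 0.0431 for isoform ratios. It was positive for 31 of 31 and for 30 of 31 pairs, so depth does not account for the similarity. Line mates were also of the same age in every line except IL-785. Age and other conditions common to line mates were therefore not separated from the line. The number of genes differing among lines was compared with permuted labels. Of 50 splits of the mice, the labelled one included, 1 gave as many genes, and the permuted splits gave between 83 and 561 genes.

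Isoform ratios had lower intraclass correlations than total expression. Across genes, which are not independent replicates, the intraclass correlation of isoform ratios rose with mean FPKM (Spearman correlation 0.395), from a median of 0.116 in the lowest 10% of genes to 0.491 in the highest 10%. A lower precision of isoform ratios at low depth may therefore explain part of the difference.

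For the higher total expression of Cyp3a25 in A/J-carrying lines, reads mapped to a B6 reference would be lost from the other haplotype. The difference of 1.32 went the other way, so this does not account for it. The summed change of the 6 other Cyp3a genes was -341 FPKM, against a gain of 446 FPKM for Cyp3a25. That change was within the spread between lines (exact permutation test, two-sided, p = 0.565). Almost all of it was the change of -335 FPKM in Cyp3a11 (exact permutation test, two-sided, p = 0.567), the most expressed of these 6 genes. The sum fell by more than the amount set for this test, but since 1 variable gene decides it, the test neither shows nor excludes a shift of reads between Cyp3a paralogs. For Gsta2 no difference in total expression was detected (0.0707, exact permutation test, two-sided, p = 0.964), so there was none to explain. The change of -113 FPKM in the sum of 3 other Gsta genes (exact permutation test, two-sided, p = 0.690) therefore decides nothing.

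Ribosomal protein genes, many of which have pseudogenes, were 8 of 364 genes of Table S3 and 96 of 5585 other kept genes (Fisher's exact test, two-sided, p = 0.532, odds ratio 1.28), so they were not enriched there.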
